# Stress accelerates hepatocellular carcinoma progression via a gut microbial-metabolite axis

**DOI:** 10.3389/fimmu.2026.1790214

**Published:** 2026-05-12

**Authors:** Zhe Hu, Pengfei Yue, Minlan Yuan, Zhenjie Zhang, Qiaoqi Li, Ting Yang, Yi Li, Bi-Sen Ding, Zhenxin Fan, Biao Yang, Zhongwei Cao

**Keywords:** endothelial cells, gut microbiota, hepatocellular carcinoma, indole-3-propionic acid, stress, tumor microenvironment.

## Abstract

**Background:**

Hepatocellular carcinoma ranks among the most prevalent malignancies worldwide. While stress can modulate tumor initiation, progression, metastasis, and therapeutic response through diverse mechanisms, its specific role in hepatocellular carcinoma pathobiology remains elusive. This study aimed to elucidate the role of the gut microbiota in stress-promoted hepatocellular carcinoma progression and to uncover the pathways associated with disease progression.

**Methods:**

Integrating clinical and preclinical models, we delineated stress-induced restructuring of the gut microbiota and functionally restored specific microbial constituents. Mechanistic insights into the microbial metabolite indole-3-propionic acid were derived through *in vitro* and *in vivo* interrogations of the hepatocellular carcinoma tumor microenvironment.

**Results:**

Stress profoundly remodels the gut microbiota, with *Phocaeicola vulgatus* being significantly reduced. Restoration of *Phocaeicola vulgatus* or administration of its tryptophan-derived metabolite indole-3-propionic acid significantly attenuated hepatocellular carcinoma progression *in vivo*. Indole-3-propionic acid treatment reduced endothelial JAM2 expression and was associated with reduced JAM2–F11R-mediated endothelial–macrophage crosstalk in hepatocellular carcinoma, which may contribute to suppression of tumor progression.

**Conclusions:**

These findings support a role for the stress–gut microbiota–metabolite–tumor microenvironment axis in hepatocellular carcinoma progression and suggest potential translational targets for microbiome-based therapeutic strategies.

## 1 Introduction

Hepatocellular carcinoma (HCC) is the predominant histological subtype of primary liver cancer and ranks sixth in global incidence and third in cancer-related mortality (1). Well-characterized risk factors include chronic viral hepatitis, metabolic dysfunction-associated steatotic liver disease (MASLD), diabetes mellitus, and alcohol-related liver disease (2, 3). Although universal vaccination and potent antiviral therapies have reduced the burden of virus-driven HCC, the explosive increase in obesity and metabolic syndrome has rendered MASLD the most rapidly emerging etiology of HCC worldwide (4, 5).In addition, the gut microbiome has emerged as a critical modulator of hepatocarcinogenesis, influencing tumor initiation, progression, metastatic seeding, and therapeutic responsiveness (6–8). Notably, this microbial regulatory network does not exist in isolation, its functional homeostasis may be subject to multiple regulations by the systemic physiological state, among which stress has attracted increasing attention (9–11).

Major depressive disorder (MDD), one of the most prevalent psychiatric disorders worldwide and a leading cause of disability globally, exacerbates the global disease burden (12, 13). Patients with MDD exhibit gut microbiota dysbiosis, characterized by altered microbial diversity and functional disorders resulting from the disruption of intestinal ecological balance (14). The brain regulates this ecosystem via the autonomic nervous system by modulating intestinal peristalsis, secretion, permeability, and the release of hormones that regulate microbial gene expression, thereby reshaping the composition and activity of the gut microbiota (15–17). Cumulative evidence has shown that fecal microbiota analysis reveals MDD-related characteristic signatures: enrichment of Bacteroides, while a significant reduction in *Blautia*, *Faecalibacterium*, and *Coprococcus (*14, 18). Conversely, the microbiota communicates with the brain through neural, endocrine, and immune pathways: microbe-derived peptides and hormones enter the systemic circulation, activate vagal afferent nerves, spinal neurons, and the brain, thereby regulating gut-brain signaling (19–23). This bidirectional gut-brain axis regulatory network not only maintains the functional balance between the central nervous system and the gut, but its dysfunction may also affect the physiological and pathological states of distant organs through systemic regulation, which builds a crucial bridge for exploring the association between stress and liver diseases (15, 24).

As a core organ with direct anatomical and functional connections to the gut, the physiological and pathological processes of the liver are inevitably profoundly influenced by the homeostasis of the microbiota (25, 26). Previous studies have confirmed that gut microbiota dysbiosis or impaired barrier function is associated with liver diseases, suggesting that the pathogenesis of liver diseases is closely linked to gastrointestinal disorders (27, 28). Anatomically, venous blood from the small and large intestines drains into the portal vein, providing approximately 75% of hepatic blood flow; therefore, the liver is the first organ exposed to gut-derived nutrients and microbial metabolites (26, 29). Bidirectional microbiota-mediated crosstalk is further achieved through hepatic secretion of bile acids, IgA, and antimicrobial molecules into the small intestine, thereby completing a regulatory loop (25, 30). Metabolically, abundant commensal bacteria in the human gut—*Firmicutes*, *Bacteroidetes*, *Eubacterium*, and *Clostridium*—drive the conversion of primary bile acids to secondary bile acids (31). Imbalance in bile acid metabolism itself is also an important driving factor for the progression of liver diseases, further highlighting the central role of the gut-liver regulatory axis in the occurrence and development of liver diseases. Notably, homeostatic imbalance of this gut-liver regulatory axis, closely linked to liver disease progression, is likely to be intricately associated with HCC progression, laying a critical foundation for exploring crosstalk between gut microbes and HCC pathogenesis (32–34).

During the progression of HCC, the tumor microenvironment (TME), as the “intrinsic soil” for the survival and evolution of tumor cells (35), may be closely associated with the gut-liver regulatory axis. Its components include tumor cells, immune subsets, endothelial cells (ECs), fibroblasts, mesenchymal stem cells, and the extracellular matrix (ECM), cytokines, and chemokines secreted by them (36). Vascular endothelial cells line the luminal surface of blood vessels and lymphatics, forming a monolayer barrier; in addition to regulating gas and metabolite exchange, ECs play key regulatory roles in health and disease (37). Tumor-derived ECs are important stromal components of the TME and exert profound effects on tumor progression and metastasis (38, 39). However, the detailed mechanisms by which ECs shape the TME remain poorly understood, especially with respect to their association with the gut microecological regulatory network.

Collectively, although stress can remodel the gut microbiota via the gut–brain axis and gut microbiota dysbiosis is associated with myriad diseases (10, 40, 41), the role of gut microbiota in mediating the impact of stress-related mental illnesses on HCC and its underlying molecular mechanisms remain unclear. In this study, we integrated clinical and preclinical studies to dissect the host-microbe interactions underlying stress-accelerated HCC progression. We found that stress selectively reduces *P. vulgatus*, and is associated with decreased levels of the tryptophan-derived microbial metabolite indole-3-propionic acid (IPA). Loss of IPA was associated with altered intrahepatic endothelial cell–macrophage crosstalk and a shift toward an immunosuppressive tumor microenvironment, which may ultimately contribute to HCC progression.

## 2 Materials and methods

### 2.1 Major depressive disorder and healthy controls human subjects

A cohort study, approved by the Local Ethics Committee of West China Hospital, was performed. The publication of potentially identifying clinical information before enrollment (ClinicalTrials.gov NCT05010668). A written informed consent was obtained from each patient after being informed of the purpose and investigational nature of the present study. This study was conducted according to the Declaration of Helsinki, and strictly adhered to the CONSORT guidelines. From October 2021 to August 2023, 55 subjects diagnosed with MDD and 37 healthy individuals without a history of MDD were recruited from the Mental Health Center of West China Hospital, Sichuan University. The diagnosis was established using the Mini International Neuropsychiatric Interview (M.I.N.I.) (42), administered by senior psychiatrists.

Eligibility criteria for all participants in this study included: (1) aged between 18 and 65 years (inclusive); (2) educational attainment of primary school or higher, with sufficient comprehension of the study content; (3) provision of written informed consent after receiving a full explanation of the study aims and procedures; and (4) no psychotropic medication use for more than 2 weeks, or intermittent use for less than 3 days within a 2-week period.

Exclusion criteria included: (1) severe physical illness (such as malignant tumor, heart and respiratory failure), neurological disorders (such as cerebral infarction or neurodegenerative disorders); (2) schizophrenia, substance abuse, intellectual disability, anorexia nervosa/bulimia nervosa, or personality disorder as assessed by the M.I.N.I.; and (3) daily antibiotic or probiotic intake prior to enrollment.

### 2.2 Sample collection

Upon arrival at the Mental Health Center of West China Hospital, all participants completed a battery of psychological assessments, including the 17-item Hamilton Depression Rating Scale (HAMD-17) (43), Hamilton Anxiety Rating Scale (HAMA-14) (44), Patient Health Questionnaire (PHQ-9) (45), and 7-item Generalized Anxiety Disorder Scale (GAD-7) (46). These four scales were used collectively to evaluate the emotional status of participants. Demographic and clinical characteristics were also collected, including age, sex, smoking status, alcohol consumption, body mass index (BMI), religious affiliation, marital status, employment status, and monthly household income. Fresh stool and serum samples were collected from all participants on the day of enrollment. Additionally, each participant underwent a hepatic color Doppler ultrasound examination to confirm the presence of fatty liver disease and to rule out other hepatic disorders. The clinical samples utilized in this study partially overlap with those included in a prior investigation published by our research team (47).

### 2.3 Mice

All animal experiments were performed according to the guidelines approved by the Experimental Animal Ethics Committee of West China Hospital of Sichuan University (protocol code2020171A, date of approval 2 April 2019). SPF C57BL/6J mice (8 weeks of age, male) were obtained from GemPharmatech Co., Ltd. The mice were housed under a 12 h light/dark cycle, maintained with a regular chow diet, ambient temperature at 22-25°C and free access to water and food. Mice were randomized into groups before the beginning of treatment. For bacterial treatment, each mouse was given 200 μl of PBS daily by gavage containing 10^9^ CFU of bacteria starting one day post tumor cell engraftment until endpoint analysis. For metabolites treatment, each mouse was gavaged daily at 20 mg/kg body weight or 40 mg/kg body weight IPA or vehicle control starting one day post tumor cell engraftment until endpoint analysis.

### 2.4 Orthotopic HCC model

Orthotopic HCC was established in male C57BL/6J mice by a two-step protocol, as previously described (48). Step 1: Ascitic tumor propagation. H22 cells (1 × 10^7^ cells/mL in 0.2 mL sterile PBS) were injected intraperitoneally. Seven days later, 1–2 mL of hemorrhage-free ascites were harvested under aseptic conditions. Cervical dislocation was used for euthanasia on day 7 after ascites collection. Step 2: Orthotopic hepatic implantation. Ascitic fluid was pooled, diluted 1: 10 in ice-cold PBS, and centrifuged (300 g, 5 min, 4°C). After two additional washes, the pellet was resuspended in sterile 0.9% NaCl. Viability (> 95% by trypan-blue exclusion) was verified, and the suspension was adjusted to 2.5 × 10^7^ cells/mL and kept on ice. Mice were anaesthetized with 2% isoflurane in 100% O_2_, placed in supine position, and a 1 cm midline sub-xiphoid laparotomy was performed. The left lateral lobe was exteriorized and stabilized with sterile cotton swabs. Using a 30 G Hamilton syringe, 20 µL of the H22 suspension (5×10^5^ cells) was injected slowly at a 20° angle to a depth of 0.5 mm into the hepatic parenchyma. A steady and slow injection were performed and the needle was left *in situ* for 10 s to prevent leakage. The tract was compressed with sterile gauze until hemostasis was achieved. The abdominal wall and skin were closed with 5–0 Vicryl sutures. Animals recovered in a 37 ° C warming chamber and were returned to standard housing with ad libitum access to food and water. Cervical dislocation was used for euthanasia at indicated time points. Tumor volumes were calculated using the formula tumor volume= length x width^2^x 0.5, where length represents the largest tumor diameter and width represents the diameter perpendicular to the length.

### 2.5 Chronic unpredictable mild stress model

The CUMS treatment was performed according to published protocols (49, 50). Briefly, male C57BL/6J mice were exposed to CUMS beginning the day after the end of isolation. Mice in the CUMS groups (n=10) received two different stressors daily, with no individual stressor repeated on two consecutive days. Control mice were injected with the same tumor cells at the same time as the CUMS-exposed mice but were not subjected to any of the stressors. The CUMS protocol lasted for 21 consecutive days, behavioral testing started on day 22. Stressors were selected daily at random from the following list: tail pinch (5 minutes,1 cm from the distal portion of the tail); physical restraint, where mice were placed in a 50 mL plastic tube with both ends open to allow air for 60 minutes; sterile strange object exposure (24 hours); shaking the mouse cage (15 mins); odor irritation (3–4 hours); food deprivation (overnight); water deprivation (overnight); moist bedding (3–4 hours); removal of all bedding (3–4 hours); removal of all bedding and the addition of 30°C H2O (3–4 hours); 30° cage tilt (12 hours).

### 2.6 *P. vulgatus* and *Alistipes putredinis* (*A. putredinis*) administration

*P. vulgatus* and *A. putredinis* were obtained from ATCC. Both species were cultured in ATCC Medium 260 agar slant (ATCC)at 37°C under anaerobic condition. The bacterial cells of *P. vulgatus* and *A. putredinis* were pelleted by centrifugation at 10,000 rpm at 4°C for 10 min and then washed and re-suspended with sterile reduced PBS buffer to yield a suspension at a density of 10^9^ colony forming units (cfu). To get high-temperature inactivated *P. vulgatus* and *A. putredinis*, the bacteria were incubated at 95 °C for 150 minutes prior to gavage (51). The bacterial suspension was prepared freshly for animal experiments every day. *P. vulgatus* and *A. putredinis* culture were sequenced and then aligned to type strains with the Basic Local Alignment Search Tool (BLAST) to validate its purity before use.

### 2.7 Quantification and statistical analysis

All presented representative images were obtained from independently repeated experiments. Representative images from each individual group are presented in the figures. All data are presented as means ± SEM. Data was analyzed using an unpaired two-tailed Student’s t-test for single comparisons, and one-way or 2-way ANOVA for multiple comparisons. ANOVA analysis was followed by a Sidak’s *post-hoc* test. Survival data was analyzed by log-rank test. Correlations were calculated using the Spearman correlation. Figures and statistical analysis were generated using GraphPad Prism 9.5(GraphPad Software). The statistical test used, and P values are indicated in each figure legend. P values of < 0.05 were considered statistically significant. *P < 0.05, **P <0.01, ***P <0.001 and ****P <0.0001.

Additional materials and methods are provided in the **Supplementary Materials**.

## 3 Results

### 3.1 Stress accelerates HCC progression

Accumulating evidence supports a causal association between chronic stress and major depressive disorder, and several studies further suggest that stress-related psychiatric disorders accelerate the progression of HCC and other malignancies (52–56). To investigate the impact of chronic stress on tumor progression, we first applied the classical chronic unpredictable mild stress (CUMS) mouse model, a robust and translatable model for studying the neurobiological basis of MDD (49). Mice were subjected to two randomly selected stressors daily, and exhibited anxiety- and depression-like behavioral changes consistent with chronic-stress exposure (**Figure 1A**). In the sucrose-preference test, the stressed mice showed a reduced sucrose-preference ratio (**Figure 1B**), indicating anhedonia, which is the inability to experience pleasure from rewarding or enjoyable activities and is a core symptom of depression in humans (57). The stressed mice displayed a significantly prolonged immobility time in the forced-swim and tail-suspension tests (**Figures 1C, D**), indicating increased behavioral despair under CUMS conditions. After completion of the stress-model evaluation, mice were orthotopically transplanted with H22, a murine HCC cell line. Finally, stressed mice experienced a significantly accelerated progression of HCC and reduced survival (**Figures 1E–G**). Together, these results indicate that chronic stress promoted HCC progression in mice.

**Figure 1:**
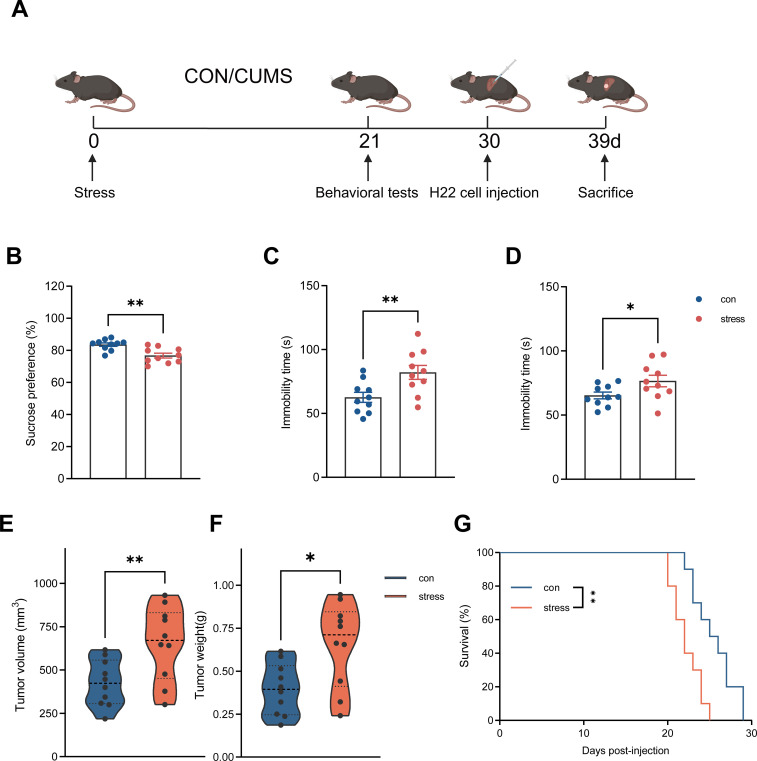
Stress accelerates HCC progression in preclinical model. **(A)** Schematic diagram showing the process of orthotopic HCC model after exposed to chronic restraint stress and their controls (n = 10 mice/group). **(B–D)** Behavioral test results for control and CUMS mice. Stress mice showed lower sucrose preference **(B)**, increased immobility time in the FST **(C)** and TST **(D)** (n = 10 mice/group). **(E–G)** Tumor volume, tumor weight and survival of h22 liver tumors from stress mice (stress) or control mice (con) (n = 10 mice/group). **(F)** Tumor volume. **(G)** Tumor weight. **(H)** Survival. **(B–D)** represent individual mice analyzed by unpaired t test. Mean ± SEM shown. **(E, F)** represent individual mice analyzed by unpaired t test, violin plot showing median and upper and lower quartiles. **(G)** represents survival curves analyzed by log-rank test. CUMS, unpredictable chronic mild stress. *p < 0.05, **p < 0.01.

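Tumor tissue from 3 control mice and 3 stress mice was profiled, with a separate 10x Genomics library for each mouse. H22 is a murine HCC cell line, and the tumors had grown in the liver of male C57BL/6J mice. A unique molecular identifier (UMI) is a random tag on each captured RNA molecule, so that amplified copies of one molecule are counted once. The authors deposited raw UMI counts per gene and cell, without normalization. Their annotation gives each cell a mouse, a cluster and a cell type. The matrices held 61374 barcodes, and the annotation kept 58794 cells, with 31535 from control mice and 27259 from stress mice. These cells carried between 184798748 and 187728350 UMIs per control mouse (median 185724758) and between 149558935 and 158405366 UMIs per stress mouse (median 158099018). The median UMI count per cell was 18291, 9032 and 16864.5 in control mice 1, 2 and 3, and 20478, 7656 and 7166 in stress mice 1, 2 and 3. The supplementary methods state a sequencing depth of about 150 Gb per sample, which describes reads, whereas all values given here use UMIs.

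The headers of the deposited matrices name Cell Ranger, the program that assigns reads to cells and genes. Its version was 9.0.0 for the 3 control libraries and 7.1.0 for the 3 stress libraries, so counting version and stress cannot be told apart in any comparison between these mice. The cell types are those of the authors' annotation. For every cell type with at least 10 cells in each mouse, the UMIs were summed per mouse and tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. Shares of cells and module scores were averaged per mouse and compared by two-sided exact permutation tests over the mice. With 3 mice against 3, the smallest p such a test allows is 0.10. The tests, gene lists and the first set of alternatives were fixed before the data were examined.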

To investigate the impact of chronic stress on HCC progression in mice, we performed single-cell RNA-sequencing (scRNA-seq) analysis of tumor tissues of either stressed mice or control mice. Unsupervised clustering identified 10 distinct cell clusters, including tumor cells, ECs, hepatic stellate cells (HSCs), neutrophils, monocytic myeloid-derived suppressor cells (M-MDSCs), B cells, dendritic cells (DCs), monocytes, natural killer/T cells (NK/T cells), and inflammatory myeloid cells (**Figures 2A, B**). 

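The deposited annotation places the 58794 cells in 28 numbered clusters that belong to 10 cell types. Tumor cells were the largest group with 29638 cells, followed by 11433 ECs, 6307 inflammatory myeloid cells, 6260 monocytes, 2490 NK/T cells and 1556 DCs. The remaining cell types were B cells (457 cells), M-MDSCs (350 cells), neutrophils (175 cells) and HSCs (128 cells). The endothelial markers Pecam1, Cdh5, Kdr, Eng, Ptprb, Stab2 and Clec4g each reached their highest mean CPM (UMIs of a gene scaled to a common total per sample) in ECs, for example 1756 for Ptprb and 588 for Pecam1. Of 7 monocyte and macrophage markers, 6 were highest in monocytes, and Ly6c2 was highest in neutrophils. Among the 10 leading genes of monocyte cluster 13 was Arg1, a marker listed for M-MDSCs, and no marker of its own cell type. The only M-MDSC cluster, cluster 23, had the inflammatory myeloid marker Acod1 among its 10 leading genes and no marker of its own cell type.

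Tumor cells made up 57.5% ± 11.2 (SD, n = 3 mice) of the cells in control mice and 44.2% ± 14.4 (SD, n = 3) in stress mice. ECs made up 17.6% ± 1.16 in control mice and 21.4% ± 0.728 in stress mice, and all 3 stress mice lay above all 3 control mice (exact permutation test, p = 0.10, Benjamini-Hochberg adjusted over the 10 cell types 0.429). Without EC cluster 15, an alternative chosen after the data were seen, the difference was 1.35 percentage points and the groups overlapped. Monocytes accounted for 7.46% ± 3.97 and 13.4% ± 5.91, NK/T cells for 2.66% ± 2.67 and 5.73% ± 2.57, and DCs for 1.58% ± 0.777 and 3.72% ± 1.98, in control and stress mice respectively. In none of the cell types other than ECs did the groups separate, and their exact permutation p lay between 0.20 and 0.60. A test of cell numbers in edgeR, with the replicate number as a block, was added after the data were seen. It called NK/T cells, DCs and monocytes higher in stress mice (adjusted p = 0.0124, 0.0311 and 0.0311, against 0.320 without the block). The alternative that moved the endothelial share most took the cells other than tumor cells as the denominator. There the order of the means reversed, with 44.2% ± 15.7 in control mice and 40.4% ± 11.7 in stress mice. That order rested on control mouse 1, and without it the control mean lay below the stress mean. Stress mouse 1 likewise had the highest share of its group. Leaving out that mouse instead lowers the stress mean further below the control mean.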

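The paper names a module score in the legend of Figure 2C, and its text does not name the gene lists. The lists used here were written down from marker genes. M1 and M2 lists were the mouse genes of the polarization markers the paper measures elsewhere (Tnf, Il6, Il1b and Cxcl10 for M1, and Mrc1, Arg1, Il10 and Tgfb1 for M2), scored over the monocytes. The CD8+ T, CD4+ T and Treg lists held 8 genes each, with Cd8a and Gzmb, Cd4 and Il7r, and Foxp3 and Il2ra among them, and were scored over the NK/T cells. A DC list of 8 genes, including Flt3, Xcr1 and Clec9a, was scored over the DCs. A score is the mean log-normalized expression of the list minus that of control genes of similar expression, with 50 control genes drawn for each list gene from 25 expression bins. The score of a mouse is the mean over its cells, and mice, not cells, were the replicates. Scores have no unit and no true zero, so a score has meaning only in comparison between groups.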

To further characterize stress-associated immune landscape changes in the TME, we performed immune cell signature scoring based on the scRNA-seq dataset. 

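The Treg score over NK/T cells was 0.170 ± 0.0602 (SD, n = 3 mice) in control mice and 0.225 ± 0.0328 (SD, n = 3) in stress mice. This difference of 0.0551 was smaller than the spread between control mice (exact permutation test, p = 0.20; Benjamini-Hochberg adjusted over the 6 scores 0.360). With each cell thinned to 1000 UMIs the difference was 0.0145, and the adjusted p over all alternatives ranged from 0.20 to 0.60. Foxp3 UMIs were found in 80 of 2490 NK/T cells, or 3.21%, and in 1.05% of those cells after thinning. In ECs, which should lack Foxp3, the share was 0.0262% before and 0.00924% after thinning. The median depth was 4403 UMIs per NK/T cell and 4538 per EC. Per mouse the share was 4.30%, 4.01% and 0.794% in control mice and 2.97%, 2.95% and 3.11% in stress mice. After thinning it was 1.09%, 2.09% and 0% in control mice and 0.749%, 0.871% and 0.392% in stress mice. In the summed counts of NK/T cells Foxp3 reached 8.30 ± 5.58 CPM in control mice and 6.72 ± 1.68 CPM in stress mice, with a log2 fold change of -0.30 (standard error 0.45, adjusted p = 0.842 from edgeR's quasi-likelihood test).

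The M2 score over monocytes was 0.258 ± 0.108 in control mice and 0.199 ± 0.178 in stress mice, a difference of -0.0594 that was within the spread of both groups (exact permutation test, p = 0.60; adjusted 0.600). Scored over all myeloid cell types instead, the difference changed sign to 0.0408. Leaving out stress mouse 2, whose score was the lowest of the 6 mice, also changed its sign, to 0.0392. In limma's fit, used for the gene set test fry, the mean log2 fold change of the 4 genes, 0.34, went the other way from the score, and their median was 0.09. Without monocyte cluster 13, an alternative chosen after the data were seen, the M2 scores of the groups differed by -0.00398. Arg1, a gene of the M2 list, had 2954 CPM in that cluster and 530 CPM in the other monocytes. Leaving the cluster out therefore acts on the score directly and does not test how stable the score is. The cluster held 44.1% ± 18.4 of the monocytes in control mice and 27.1% ± 13.5 in stress mice (exact permutation test, p = 0.30). Of the single M2 genes in monocytes, Il10 was higher in all 3 stress mice, with 15.3 ± 6.22 CPM in control mice and 47.6 ± 25.2 CPM in stress mice (log2 fold change 1.64, standard error 0.44, adjusted p = 0.239 from edgeR, with 0.00757 to 0.559 over its alternatives). Mrc1, Arg1 and Tgfb1 had log2 fold changes of -0.25, -0.34 and 0.42, and edgeR's adjusted p lay between 0.640 and 0.789 for these 3 genes.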

The analysis showed significant enrichment of Treg cells and M2-like macrophages in stressed mice, suggesting a stress-associated shift toward an immunosuppressive tumor microenvironment. In contrast, CD8^+^ T cells, CD4^+^ T cells, dendritic cells (DCs), and M1-like macrophages did not show significant differences between stressed and control mice in the current dataset (**Figure 2C**). 

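Over NK/T cells, the CD8+ T score was 0.533 ± 0.0733 (SD, n = 3 mice) in control mice and 0.413 ± 0.0452 (SD, n = 3) in stress mice. All 3 stress mice lay below all 3 control mice (exact permutation test, p = 0.10), and the p adjusted over the 6 scores was 0.300. The CD4+ T score was 0.275 ± 0.0195 and 0.238 ± 0.0441 in control and stress mice (exact permutation test, p = 0.30). With a narrow list of Cd4 and Cd40lg alone, the CD4+ T difference changed sign, from -0.0372 to 0.0630. Over DCs, the DC score was 0.0473 ± 0.0896 in control mice and 0.277 ± 0.0786 in stress mice, again without overlap between the groups (exact permutation test, p = 0.10, adjusted 0.300). The gene set test fry of the limma package called the DC list higher in stress mice (adjusted p = 0.0382, with 0.00404 to 0.500 over all alternatives). Most DCs of control mice belonged to cluster 19 (69.4% ± 8.60) and most DCs of stress mice to cluster 20 (55.3% ± 6.99). In cluster 19, 37.1% of the cells were called doublets (droplets with more than 1 cell), against 2.32% in cluster 20. They came from both groups, with 11 of 59, 66 of 160 and 24 of 117 cells of cluster 19 in control mice. In stress mice they were 15 of 70, 111 of 203 and 62 of 170. The tumor marker Krt18 was among the 10 genes that most set cluster 19 apart from cluster 20. The DC marker H2-Aa was among the 10 leading genes of both clusters. Within cluster 20 alone, a comparison chosen after the data were seen, the DC score differed by 0.0741 (exact permutation test, p = 0.50). The M1 score over monocytes was -0.0701 ± 0.189 in control mice and 0.176 ± 0.133 in stress mice (exact permutation test, p = 0.30). Il1b, one of its genes, had 2651 ± 1037 CPM in control mice and 6125 ± 1986 CPM in stress mice, with a log2 fold change of 1.21 (standard error 0.34, adjusted p = 0.270 from edgeR, and 0.0226 to 0.690 over its alternatives).

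**Figure D1:**
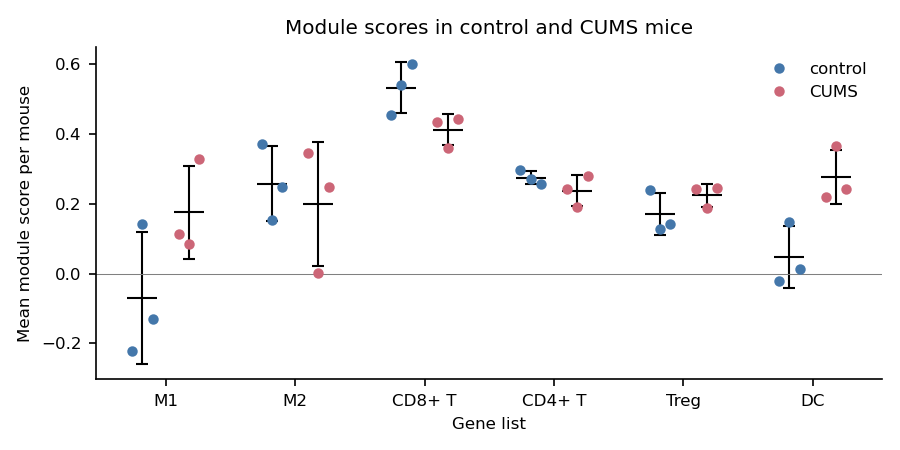
Mean module score of each mouse (vertical axis, no unit) for 6 gene lists (horizontal axis). Points are single mice, blue for control and red for stress (CUMS), and black bars give the group mean ± SD over 3 mice. The groups do not overlap for the CD8+ T list, where stress mice lie lower, and for the DC list, where they lie higher.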

Tumor vascular ECs are key functional regulators of the HCC tumor microenvironment (58, 59). 

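UMIs of the endothelial class were summed per mouse, and 14090 genes were tested. Of these, 30 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 15 higher and 15 lower in stress mice. In 22.6% of the tested genes the 3 mice of one group all lay above those of the other, where chance gives 10% on average over groupings. Genes of a mouse move together, so this share is no test of the grouping. Another split of the 6 mice into 3 and 3 gave 337 changed genes. The number of changed genes depended on single mice, with 3 genes without control mouse 1, 46 without control mouse 2, 6 without control mouse 3, 21 without stress mouse 1, 6 without stress mouse 2 and 5 without stress mouse 3. DESeq2 in place of edgeR gave 421 genes, including all 30. The 5 genes with the largest change were Cdk8, Cmss1, Lars2, Gphn and Camk1d. Cdk8 had 146 ± 6.74 CPM in control mice and 1190 ± 324 CPM in stress mice, a log2 fold change of 3.03 (standard error 0.22, adjusted p = 0.00499 from edgeR). Cmss1 rose from 277 ± 8.78 to 2142 ± 278 CPM, a log2 fold change of 2.96 (standard error 0.15, adjusted p = 0.00142 from edgeR). For Lars2, Gphn and Camk1d the log2 fold changes were 2.83, 2.70 and 2.60. These 5 genes were not specific to ECs. In each of the 8 cell types tested they were higher in stress mice, and Cmss1, for example, had log2 fold changes between 1.84 and 4.05. The endothelial genes that the paper names did not pass the threshold. Cdh5, which encodes VE-cadherin, and Pecam1 had log2 fold changes of -0.20 and -0.08 (adjusted p = 0.580 and 0.836 from edgeR).

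Other cell types gave 4041 changed genes in tumor cells, 278 in DCs, 96 in NK/T cells, 53 in M-MDSCs, 28 in B cells and 15 in monocytes. Inflammatory myeloid cells had 0 changed genes in edgeR's test, with 365 genes at an unadjusted p under 0.05 and 6 genes called by DESeq2. The Euclidean distance between the group means of log2(CPM + 1) was 44.7 for ECs, which ranked 9 of 10 cell types. Neutrophils and HSCs, with as few as 4 and 6 cells in a mouse, had the largest distances, 156.0 and 155.9. Set against the distance between mice of the same group, the ratio of between-group to within-group distances was 1.11 for ECs, 2 of 10 in rank after tumor cells at 1.45 (exact permutation test for ECs, p = 0.20). Monocytes and DCs were also at 1.11. The endothelial rank was 8, 5 and 8 without control mouse 1, 2 and 3, and stayed at 2 without any 1 stress mouse. With 15 cells drawn from every cell type and mouse, the endothelial ratio was 0.994, the lowest of the 8 cell types with enough cells. The endothelial distance ranked 4 of these 8, which leave out neutrophils and HSCs.

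**Figure D2:**
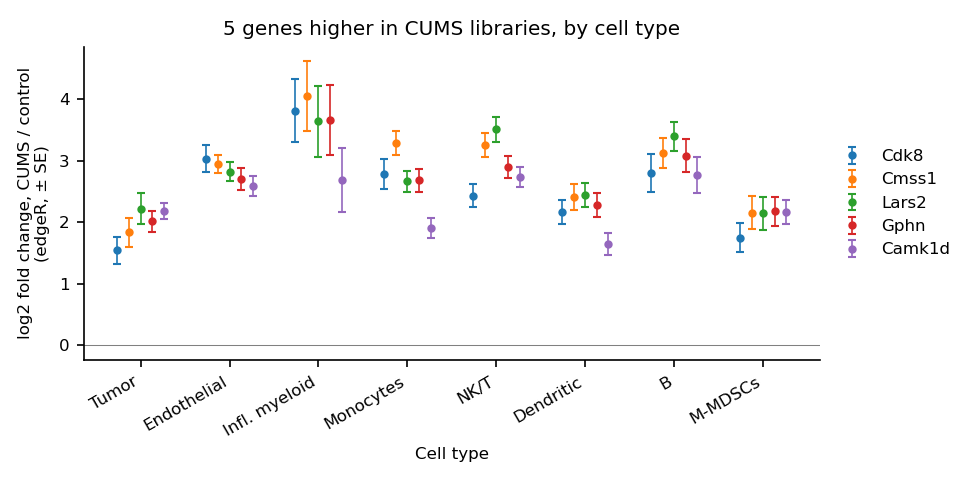
Log2 fold change of stress (CUMS) over control mice (vertical axis, edgeR, with standard error as bars) for Cdk8, Cmss1, Lars2, Gphn and Camk1d in the 8 cell types tested (horizontal axis). All 5 genes lie above 0 in every cell type, from 1.55 for Cdk8 in tumor cells to 4.05 for Cmss1 in inflammatory myeloid cells.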

Relative to control mice, pseudobulk transcriptional analysis further demonstrated that stress exposure markedly remodeled the EC transcriptomic profile in stress mice (**Figure 2D**). Similarly, immunofluorescent staining and flow cytometry analysis revealed an increased proportion of ECs in tumors from stressed mice (**Figures 2E, F**). Taken together, these findings suggest that stress accelerates HCC progression in association with EC remodeling in the TME and a stress-associated shift toward an immunosuppressive tumor microenvironment, particularly reflected by increased Treg enrichment and M2-like macrophage abundance.

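In the single-cell data, EC cluster 15, examined after the data were seen, held 4.01% ± 1.98 (SD, n = 3 mice) of the ECs in control mice and 17.3% ± 5.90 (SD, n = 3) in stress mice. The hemoglobin genes Hbb-bt, Hbb-bs, Hba-a1 and Hba-a2 most set this cluster apart from other ECs. Its median depth per mouse was between 858 and 1456.5 UMIs. Other genes that set it apart, such as Cmss1, were themselves among the changed genes, so its size is not read as a composition. Without cluster 15, 33 endothelial genes changed, and 30 of them were among the 30 found with all ECs. From the endothelial distance in Figure 2D, the scores in Figure 2C, and staining and flow cytometry, the paper proposes that stress accelerates HCC in association with remodeled ECs, more Treg cells and more M2-like macrophages.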

**Figure 2:**
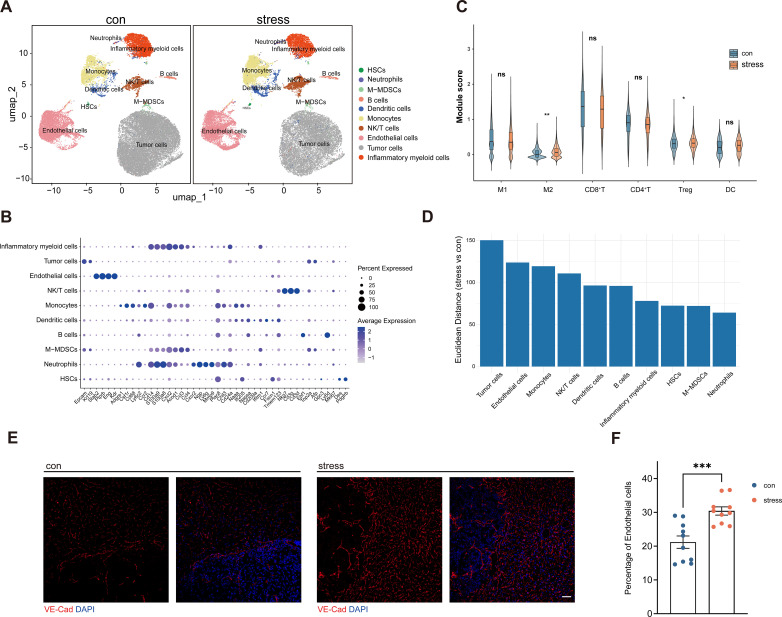
Stress remodels the HCC tumor microenvironment. **(A)** Single-cell RNA sequencing and uniform manifold approximation and projection (UMAP) clustering of tumor tissue cells from H22 tumor-bearing mice that had previously undergone stress or control modeling (n = 3 mice/group). **(B)** Dot plot showing expression of marker genes for identification of cluster cell types of tumor tissue. Dot size is proportional to the percentage of each cluster expressing the marker gene, and the color intensity is correlated with the expression level. **(C)** Module score analysis of major immune populations in mouse HCC samples from control and stress groups (n = 3 mice/group). **(D)** Euclidean distance analysis of the similarity of gene expression profiles between stress or control group in pseudobulk analysis. **(E)** Immunostaining of VE-cadherin (red) on tumor sections from control and stress mice. **(F)** Percentage of endothelial cells in h22 tumor tissues of control and stress mice, assessed by flow cytometry (n = 10 mice/group). **(F)** represents individual mice analyzed by unpaired t test. Mean ± SEM shown. HSCs, hepatic stellate cells; M-MDSCs, monocytic myeloid-derived suppressor cells; NK/T cells, natural killer/T cells (NK/T cells). ns, not significant, *p < 0.05, **p < 0.01, ***P <0.001.

### 3.2 Stress promotes HCC by altering the gut microbiota micro-environment

Recently, increasing evidence has indicated that gut microbiota dysbiosis might be implicated in the physiological mechanisms of neuropsychiatric disorders. Altered microbial community composition, diversity and distribution traits have been reported in neuropsychiatric disorders (60, 61). Thus, to explore whether the tumor-promoting effect of stress on liver cancer is related to alterations in the gut microecosystem, we first collected fecal samples from 55 patients with MDD and from 37 healthy controls (HC) for metagenomic sequencing. The MDD group exhibited a significant increase in alpha diversity, indicating increased microbial richness under MDD (**Figure 3A**). Principal coordinates analysis (PCoA) revealed a significant difference in microbial community structure between the HC and MDD groups, indicating that stress can induce large-scale alterations in the gut microbiota in different directions (**Figure 3B**). Microbiome profiling at the species level revealed a distinct composition between the HC and MDD groups, especially with *P. vulgatus*, *A. putredinis*, *Phocaeicola plebeius* and *Prevotella copri* significantly enriched in the HC group, whereas *Anaerostipes hadrus*, *Ruminococcus gnavus* and *Anaerobutyricum hallii* dominated the MDD cohort (**Figures 3C, D**). Collectively, these results identify stress-associated alterations in the gut microecosystem in the MDD cohort.

**Figure 3:**
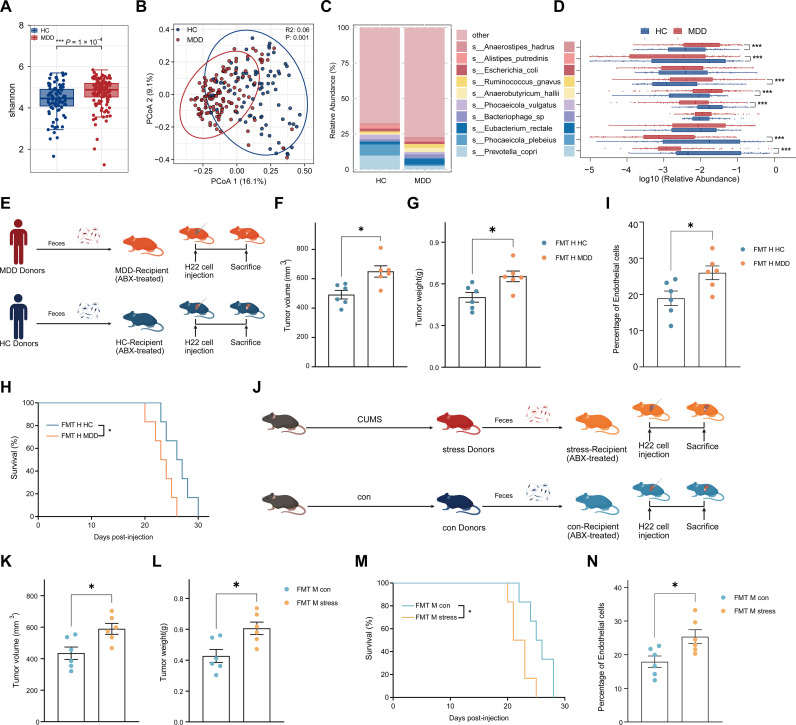
Stress-induced gut microbiota dysbiosis promotes HCC progression in human and mice models. **(A)** Alpha diversity indices (Shannon) at the species level, comparing microbial richness and evenness between MDD and HC human subjects. **(B)** Principal coordinates analysis (PCoA) of species-level microbial composition between MDD and HC human subjects. **(C)** Average relative abundance of the top 10 bacterial species in MDD and HC human subjects. **(D)** Box plots with overlaid dot plots showing the log10 relative abundance of top 10 bacterial species that were differentially abundant in HC and MDD human subjects. **(E)** Schematic diagram showing the human fecal microbiota transplantation process. Fresh stool samples were prepared and transferred to recipient mice before orthotopic HCC model. **(F–H)** Tumor volume, tumor weight and survival of h22 tumors of FMT H MDD or FMT H HC mice (n = 6 mice/group). **(F)** Tumor volume. **(G)** Tumor weight. **(H)** Survival. **(I)** Percentage of endothelial cells in h22 tumor tissues of FMT H MDD or FMT H HC mice, assessed by flow cytometry (n = 6 mice/group). **(J)** Schematic diagram showing the mice fecal microbiota transplantation process. Fresh stool samples from stress or con mice were prepared and transferred to recipient mice before orthotopic HCC model. **(K–M)** Tumor volume, tumor weight and survival of h22 tumors of FMT M stress or FMT M con mice (n = 6 mice/group). **(K)** Tumor volume. **(L)** Tumor weight. **(M)** Survival. **(N)** Percentage of endothelial cells in h22 tumor tissues of FMT M stress or FMT M con mice, assessed by flow cytometry (n = 6 mice/group). **(F, G, I, K, L, N)** represent individual mice analyzed by unpaired t test. Mean ± SEM shown. **(H, M)** represent survival curves analyzed by log-rank test. ABX-treated, antibiotic-treated; FMT H HC, fecal microbiota transplantation human HC; FMT H MDD, fecal microbiota transplantation human MDD; FMT M con, fecal microbiota transplantation mice con; FMT M stress, fecal microbiota transplantation mice stress. *p < 0.05, ***p < 0.001.

To further determine whether stress influences HCC progression via the gut microbiota, we gavage-transplanted fecal samples from 20 depressed patients and 12 healthy controls into antibiotic-pretreated SPF recipient mice (**Figure 3E**). Mice (MDD-Recipient) receiving feces from depressed patients (MDD-Donors) exhibited significantly accelerated liver-cancer progression, reduced survival and a substantially elevated proportion of tumor ECs within the HCC TME compared with those mice (HC-Recipient) receiving feces from healthy controls (HC- Donors) (**Figures 3F–I**). Additionally, a similar trend was observed in antibiotic-pretreated mice (stress-Recipient or con-Recipient as indicated) following fecal transplantation from stress or control mice (**Figures 3J–N**). These data support a causal role for stress-associated gut microbiota in promoting HCC development in mouse models.

### 3.3 *P. vulgatus* can inhibit liver-cancer progression

To further identify potential bacteria that play an important role in the process of stress-promoting HCC progression, we analyzed the top 20 bacterial species with the most significant differential abundance in fecal metagenomic sequencing data between the MDD group and the HC group, both *P. vulgatus* and *A. putredinis* were significantly down-regulated in MDD patients and exhibited higher relative abundance (**Figure 4A**). Thus, we further proceeded to investigate *in vivo* whether and how *P. vulgatus* and *A. putredinis* modulate HCC progression. We administered mice with heat-killed *P. vulgatus* (HK *P. vulgatus*), heat-killed *A. putredinis* (HK *A. putredinis*), live *P. vulgatus* (*P. vulgatus*), or live *A. putredinis* (*A. putredinis*) (**Figure 4B**). Mouse body weight was monitored throughout the treatment period, and no abnormal weight loss was observed under the experimental conditions used in this study (**Figure 4C**). Only live *P. vulgatus* significantly suppressed HCC progression, extended survival and reduced proportion of tumor ECs (**Figures 4D–G**), indicating that the physical components of *P. vulgatus* do not exert anti-tumor effects. These findings indicate that the anti-tumor effect of *P. vulgatus* is mediated by its metabolic activity rather than by its physical components alone. Taken together, *P. vulgatus*, which was significantly downregulated in the MDD group, exerts a suppressive effect on HCC progression.

**Figure 4:**
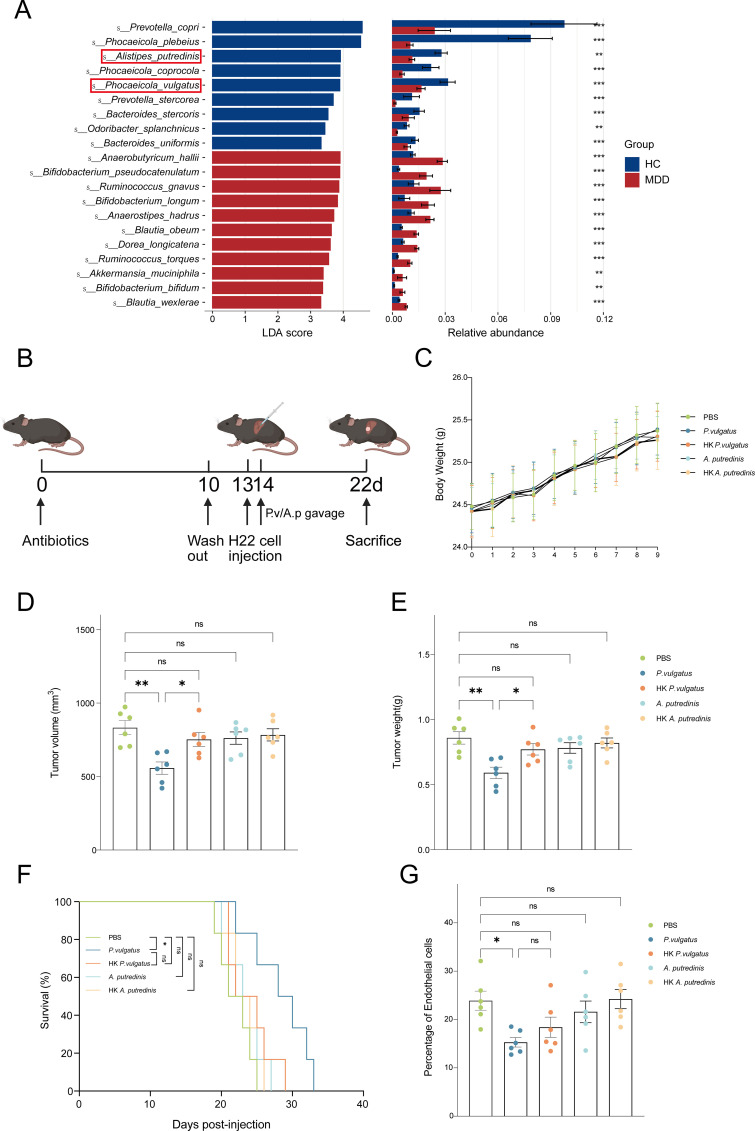
P*. vulgatus* suppresses HCC progression via its metabolic activity. **(A)** LEfSe analysis showing the top 20 discriminative taxa ranked by LDA score in MDD and HC human subjects (LDA score > 2, P < 0.05). **(B)** Schematic diagram showing Abx pretreated h22 tumor-bearing mice treated with PBS, *P. vulgatus*, HK *P. vulgatus*, *A. putredinisp* or HK *A. putredinisp*. **(C)** Body weight changes in mice treated with PBS, *P. vulgatus*, HK *P. vulgatus*, *A. putredinisp* or HK *A. putredinisp* during the tumor-bearing period (n = 6 mice/group). **(D–F)** Tumor volume, tumor weight and survival of h22 tumor-bearing mice treated with PBS, *P. vulgatus*, HK *P. vulgatus*, *A. putredinisp* or HK *A. putredinisp* treated mice (n = 6 mice/group). **(C)** Tumor volume. **(D)** Tumor weight. **(E)** Survival. **(G)** Percentage of endothelial cells in h22 tumor-bearing mice treated with PBS, *P. vulgatus*, HK *P. vulgatus*, *A. putredinisp* or HK *A. putredinisp*, assessed by flow cytometry (n = 6 mice/group). **(C–E, G)** represent individual mice analyzed by one-way ANOVA with Sidak’s correction for multiple comparisons. Mean ± SEM shown. **(F)** represent survival curves analyzed by log-rank test. *P. vulgatus*, live *P. vulgatus*; HK *P. vulgatus*, heat-killed *P. vulgatus*; *A. putredinisp*, live *A. putredinisp*; HK *A. putredinisp*, heat-killed *A. putredinisp*. ns, not significant, *p < 0.05, **p < 0.01.

### 3.4 Tryptophan-derived metabolite IPA markedly suppresses HCC progression

Serum metabolomic profiling revealed a significant difference in metabolite composition between MDD and HC groups (**Figure 5A**), and the HC group showed significant enrichment of the tryptophan metabolism pathway (**Figure 5B**). Tryptophan is an essential amino acid in humans and can be converted by microbial indole pathways into indole derivatives such as IPA and indole-3-lactic acid (ILA) (62, 63). Accordingly, among the tryptophan-derived indole metabolites downregulated in the MDD group, IPA was significantly decreased (**Figure 5C**). IPA is an indole analog specifically produced by the gut microbiota and has been shown to promote axonal regeneration and to enhance immune-checkpoint blockade efficacy in multiple cancers (64). Spearman correlation analysis demonstrated a significant correlation between *P. vulgatus* and IPA (**Figure 5D**). Consistent with the above findings, both MDD group and stressed mice displayed lower plasma IPA levels (**Figures 5E, F**). Moreover, oral gavage with *P. vulgatus* significantly increased serum IPA levels *in vivo* (**Figure 5G**). We therefore verified the potential impact of IPA on HCC progression *in vivo*. Intragastric administration of IPA to mice significantly inhibited HCC progression in a dose-dependent manner (**Figures 5H–K**). IPA supplementation markedly reduced the proportion of ECs within tumor tissues (**Figure 5L**). Taken together, these findings support a tumor-suppressive role for IPA in HCC progression.

**Figure 5:**
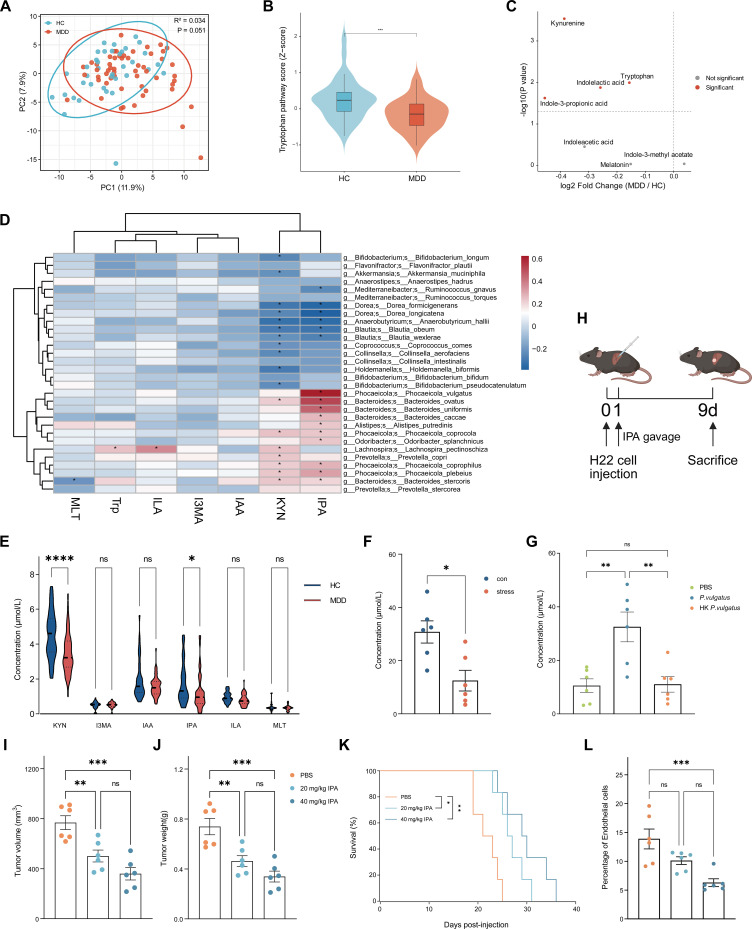
Microbiota-derived IPA suppresses HCC progression. **(A)** Principal component analysis (PCA) of serum metabolites in HC and MDD human subjects. **(B)** Tryptophan pathway analysis of differentially enriched serum metabolites in HC and MDD human subjects. **(C)** Volcano plots of differential tryptophan-related serum metabolites in HC and MDD human subjects. **(D)** Spearman correlation heatmap between top 30 differential microbial species and tryptophan-related serum metabolites. **(E)** Concentrations of tryptophan-related serum metabolites in HC and MDD human subjects. **(F)** IPA concentrations in control or stress mice (n = 6 mice/group). **(G)** IPA concentrations in mice orally gavaged with PBS, *P. vulgatus* or HK *P. vulgatus* (n = 6 mice/group). **(H)** Schematic diagram showing h22 tumor-bearing mice orally administered IPA (20 mg/kg body weight [b.w.] or 40 mg/kg [b.w.]) or vehicle control (PBS) as indicated. **(I–K)** Tumor volume, tumor weight and survival of h22 tumor-bearing mice treated with IPA (20 mg/kg body weight [b.w.] or 40 mg/kg [b.w.]) or vehicle control (PBS) (n = 6 mice/group). **(I)** Tumor volume. **(J)** Tumor weight. **(K)** Survival. **(L)** Percentage of endothelial cells in h22 tumor-bearing mice treated with IPA (20 mg/kg body weight [b.w.] or 40 mg/kg [b.w.]) or vehicle control (PBS), assessed by flow cytometry (n = 6 mice/group). **(E)** represent individual human subjects analyzed by two-way ANOVA with Sidak’s correction for multiple comparisons. Mean ± SEM shown. Violin plot showing median and upper and lower quartiles. **(F)** represent individual mice analyzed by unpaired t test. Mean ± SEM shown. **(G)**, **(I, J)** and **(L)** represent individual mice analyzed by one-way ANOVA with Sidak’s correction for multiple comparisons. Mean ± SEM shown. **(K)** represent survival curves analyzed by log-rank test. KYN, kynurenine; I3MA, indole-3-methyl acetate; IAA, indole-3-acetic acid; IPA, indole-3-propionic acid; ILA, indole-3-lactic acid; MLT, melatonin. ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 3.5 IPA is associated with reduced JAM2–F11R-mediated endothelial–macrophage crosstalk in HCC

Tumor vascular ECs are stromal cells that play a fundamental role in the TME. However, the precise molecular mechanism by which the gut-microbe-derived metabolite IPA regulates endothelial signals during HCC progression remains incompletely understood. To clarify how IPA influences HCC progression through vascular ECs, we performed analysis of scRNA-seq data from tumor tissues of stressed versus control mice. Cell-interaction analysis found that the interaction strength between ECs and macrophages was significantly enhanced (**Figure 6A**) and that the interactions between vascular ECs and macrophages via the JAM2–F11R axis were significantly enhanced in stress mice (**Figure 6B**). 

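The paper names CellChat in the supplementary methods. Its database was not used here, so the overall strength between ECs and macrophages was not computed, and only 6 of the ligand-receptor pairs in the paper's Figure 6B were. The annotation has no class named macrophages, so monocytes, which carry Adgre1, Csf1r and C1qa, stood for them. Jam2, ENSMUSG00000053062, lies on chromosome 16 of GRCm38 from 84774123 to 84825928 on the plus strand. F11r, ENSMUSG00000038235, lies on chromosome 1 from 171437535 to 171464603 on the plus strand. Jam2 UMIs were found in 85.0% of ECs at a median depth of 4538 UMIs per cell, and in 2.57% of monocytes at 5291 UMIs per cell. After thinning to 1000 UMIs per cell these shares were 49.6% and 0.438%. In the summed counts of ECs, Jam2 had 589 ± 207 CPM (SD, n = 3) in control mice and 699 ± 236 CPM (SD, n = 3) in stress mice. Its log2 fold change of 0.25 was smaller than its standard error of 0.33 (adjusted p = 0.744 from edgeR, and 0.404 to 0.996 over all alternatives), and it changed sign to -0.01 without control mouse 2 and to -0.06 without stress mouse 1. F11r in monocytes had 58.0 ± 3.80 CPM in control mice and 62.9 ± 13.3 CPM in stress mice, a log2 fold change of 0.11 (standard error 0.17, adjusted p = 0.809 from edgeR). That change was -0.06 without stress mouse 3 and -0.02 without monocyte cluster 13.

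The value of a pair was L × R / (0.5 + L × R), the form CellChat uses, where L and R are averages of scaled log-normalized expression. The average was Tukey's trimean, which is 0 when fewer than 25% of the cells carry a UMI. Per mouse, the Jam2–F11r value was 0, 0.00324 and 0.00413 in control mice and 0.00929, 0 and 0.00994 in stress mice (exact permutation test, p = 0.40). F11r UMIs were present in 24.5%, 26.2% and 25.8% of the monocytes of control mice and in 29.7%, 21.5% and 35.4% of those of stress mice. F11r was not restricted to monocytes, with UMIs in 57.4% of ECs and 3.22% of inflammatory myeloid cells, whose median depth was 1547 UMIs. Thinned to 1000 UMIs, F11r was found in 6.08% of monocytes, 17.8% of ECs and 1.20% of inflammatory myeloid cells. Over the pooled cells of each group the value was 0.00393 in control mice and 0.00873 in stress mice, and without stress mouse 3 the stress value was 0. With a plain mean in place of the trimean the pooled values were 0.0131 and 0.0147. After thinning, and with all myeloid cell types as receivers, the values of all mice were 0. Without monocyte cluster 13, chosen after the data were seen, the mean value per mouse differed by -0.00176, stress minus control. The values of control mice rose to 0.0105, 0.00554 and 0.0109, while those of stress mice were 0.0115, 0 and 0.0102. Over the pooled cells the values without this cluster were 0.00878 in control mice and 0.00932 in stress mice.

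Hgf–Met had pooled values of 0.00629 in control mice and 0.00971 in stress mice. Ccl6–Ccr2 was 0 in both groups, and Sema4c–Plxnb2, Sele–Cd44 and Sele–Glg1 were 0 in stress mice against 0.00134, 0.00755 and 0.000721 in control mice. Exact permutation tests over the values of single mice were added after the data were seen. Sema4c–Plxnb2 was above 0 in all 3 control mice and 0 in all 3 stress mice (p = 0.10), whereas Sele–Cd44 and Sele–Glg1 were 0 in control mouse 3 as well (p = 0.40 for both, exact). With the 10% trimmed mean the pooled stress values of these 3 pairs were above 0, at 0.000816, 0.00541 and 0.000654, and all 3 pairs were lower in every stress mouse than in every control mouse (exact p = 0.10). For Hgf–Met the exact permutation p over mice was 0.80.

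**Figure D3:**
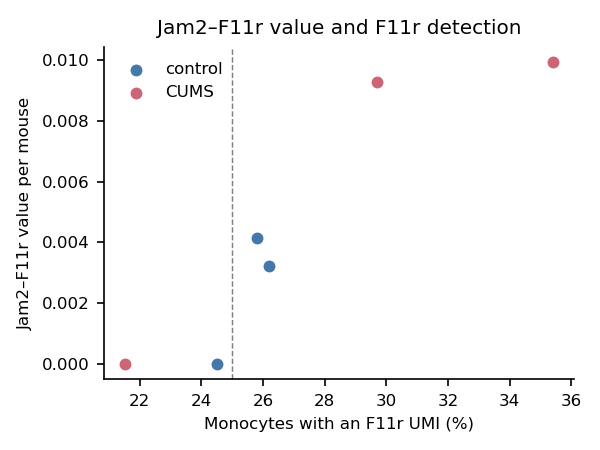
Jam2–F11r value of each mouse (vertical axis, no unit) against the percentage of its monocytes with an F11r UMI (horizontal axis). Each point is 1 mouse, blue for control and red for stress (CUMS), and the dashed line marks the 25% of cells that the trimean needs. The control mouse at 24.5% and the stress mouse at 21.5% have a value of 0.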

Consistently, endothelial cells isolated from stressed mice exhibited significantly increased Jam2 mRNA expression compared with controls (**Figure 6C**). RT–qPCR profiling of endothelial cells isolated from IPA-treated HCC-bearing mice revealed that only Jam2 was significantly down-regulated following IPA administration among the genes examined (**Figure 6D**; **Supplementary Figure 1A**). Furthermore, co-immunoprecipitation (co-IP) confirmed a direct interaction between JAM2 and F11R (**Figure 6E**). JAM2 is predominantly expressed in ECs, participates in regulating tight junctions, and is involved in leukocyte migration and inflammatory responses, thereby playing an important role in the immune system (65). Treatment of cultured human umbilical vein ECs (HUVECs) with IPA significantly down-regulated JAM2 expression (**Figure 6F**). Next, we co-cultured differentiated THP-1 monocytes with IPA-treated HUVECs. Relative to PBS-treated controls, THP-1 cells exhibited a marked reduction of M2-polarization markers (66), including CD206, ARG1 (Arginase 1), IL-10 (Interleukin 10) and TGF-β (Transforming Growth Factor-β), whereas M1-polarization markers exhibited no significant alterations (**Figure 6G**; **Supplementary Figure 1B**). Direct exposure of differentiated THP-1 cells to IPA alone was insufficient to induce M2 polarization, indicating that ECs are required for IPA-dependent modulation of macrophage phenotype (**Figure 6G**; **Supplementary Figure 1C**). ELISA assays confirmed significant down-regulation of the M2 cytokines IL-10 and TGF-β (**Figures 6H, I**). However, when JAM2-overexpressing ECs were co-cultured with differentiated THP-1 cells, IPA failed to elicit the above changes (**Figures 6J–M**), suggesting that the JAM2–F11R axis contributes to endothelial–macrophage crosstalk and macrophage polarization. In summary, IPA was associated with reduced JAM2–F11R-mediated endothelial–macrophage interactions in HCC, which may contribute to suppression of tumor progression.

**Figure 6:**
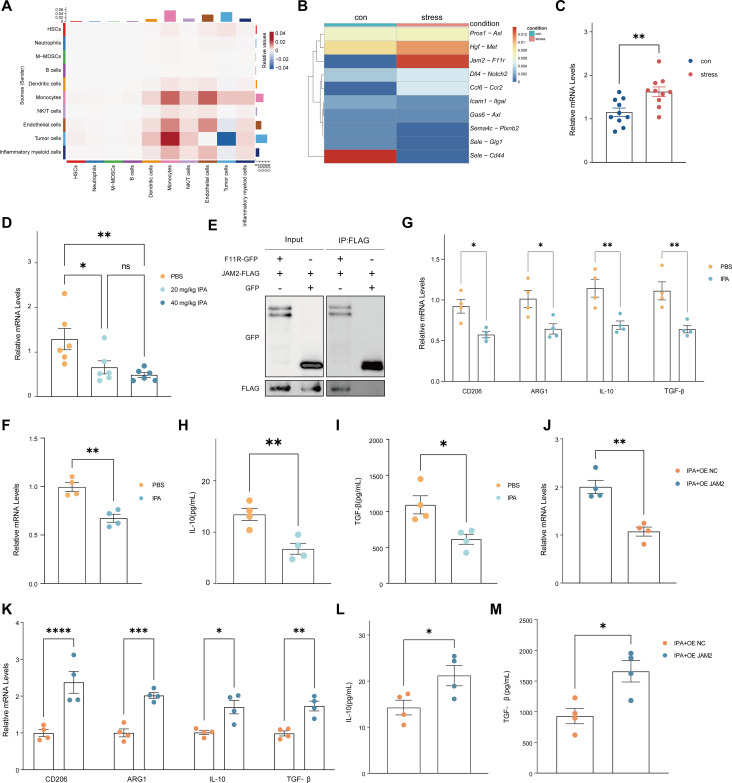
IPA is associated with reduced JAM2–F11R-mediated endothelial–macrophage crosstalk in HCC. **(A)** Heatmap of cell-cell interaction strength in HCC by analysis of ligand-receptor interactions between distinct cell types were shown. **(B)** Heatmap of top ten differential ligand-receptor interactions between macrophages and endothelial cells. **(C)** Relative mRNA levels of Jam2 in endothelial cells of HCC tumors from control and stress mice, measured by RT-qPCR (n = 6/group). **(D)** Relative mRNA levels of Jam2 in endothelial cells of HCC tumors from mice treated with IPA (20 mg/kg body weight [b.w.] or 40 mg/kg b.w.) or vehicle control (PBS), measured by RT-qPCR (n = 6/group). **(E)** Co-IP demonstrated the protein interaction between JAM2 and F11R in 293T cells. **(F)** Relative mRNA levels of JAM2 in HUVECs treated with IPA or PBS, measured by RT-qPCR. **(G)** Relative mRNA levels of the M2 macrophage markers CD206, arginase-1 (Arg1), interleukin 10 (IL-10) and transforming growth factor-β (TGF -β) in the upper THP-1 cell chambers in the macrophage-endothelial co-culture. HUVECs were pretreated with PBS or IPA. **(H, I)** ELISA analysis of supernatant for IL-10 **(H)** and TGF-β1 **(I)** from THP-1 macrophages in the upper chambers in the macrophage-endothelial co-culture. HUVECs were treated with PBS or IPA. **(J)** Overexpression of JAM2 in HUVECs modulating THP-1 macrophage M2 polarization in the endothelial-macrophage co-culture. HUVECs were transduced with lentivirus overexpressing scrambled sequence as negative control (OE-NC) or JAM2 (OE-JAM2). **(K)** Relative mRNA levels of the M2 macrophage markers CD206, Arg1, IL-10 and TGF-β1 in THP-1 cells, measured by RT-qPCR. HUVECs were pre-transduced with lentivirus overexpressing scrambled sequence as negative control (OE-NC) or JAM2 (OE-JAM2). **(L, M)** ELISA analysis of supernatant for IL-10 **(L)** and TGF-β1 **(M)** from THP-1 macrophages in the upper chambers in the macrophage-endothelial co-culture. HUVECs were pre-transduced with lentivirus OE-NC or OE-JAM2. **(C, F, H, I, J, L, M)** represents 4 independent samples per group analyzed by unpaired t test. Mean ± SEM shown. **(D)** represents individual mice analyzed by one-way ANOVA with Sidak’s correction for multiple comparisons. Mean ± SEM shown. **(G, K)** represents 4 independent samples per group analyzed by two-way ANOVA with Sidak’s correction for multiple comparisons. Mean ± SEM shown. HSCs, hepatic stellate cells; M-MDSCs, monocytic myeloid-derived suppressor cells; NK/T cells, natural killer/T cells (NK/T cells); IPA, indole-3-propionic acid. ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## 4 Discussion

Over the past two decades, converging evidence has established that the gut microbiota exerts a profound capacity to modulate brain activity and behavior; conversely, signals originating from the brain can reshape microbial composition and function (67, 68). Microbe–host communication proceeds via immune, neuroendocrine, and neuronal routes that collectively constitute the brain–gut–microbiota axis (69). Pre-clinical studies demonstrate that microorganisms exploit this bidirectional network to influence neurodevelopment, synaptic function, and behavioral outputs (70). Clinically, initial surveys reveal altered fecal bacterial profiles in patients with major depressive disorder relative to healthy controls (71). In our study, the MDD cohort was used to identify stress-associated microbial signatures, whereas fecal microbiota transplantation into antibiotic-pretreated specific-pathogen-free mice and mechanistic studies in mouse models supported a causative role of these microbiota in promoting HCC progression. Nevertheless, antibiotic treatment does not achieve absolute sterility; validation in germ-free animals is therefore warranted to definitively attribute the observed phenotype to microbial absence.

*P. vulgatus*—formerly classified within Bacteroides—is a Gram-negative commensal specialized in the fermentation of complex host glycans such as glycogen, thereby generating energy and essential nutrients (72, 73). Several reports have attributed beneficial effects to this organism, and recent work identified *P. vulgatus* as a candidate probiotic for MASLD (74). Mechanistically, *P. vulgatus*-derived 3-hydroxyphenylacetic acid (3-HPAA) attenuates hepatic steatosis by reducing histone H3 acetylation and suppressing squalene epoxidase (SQLE) expression—an enzyme critical for cholesterol biosynthesis. *Phocaeicola* also have been associated with alleviation of atherosclerosis and colitis, although the underlying molecular mechanism remains unclear (75, 76). Conversely, positive associations between *P. vulgatus* and Crohn’s disease or type 2 diabetes have also been reported, underscoring its context-dependent dualism (77, 78). The microbial community is a dynamic network whose composition fluctuates with diet, lifestyle, and disease state, complicating univariate interpretations. In the present study, our data support the hypothesis that *P. vulgatus* restrains HCC progression, at least in part, in association with restoration of circulating IPA; however, the genomic determinants enabling *P. vulgatus* to channel tryptophan into IPA remain unresolved. During bacterial gavage, no overt body weight changes were observed, although food and water intake were not systematically recorded; more comprehensive safety evaluation will be important in future studies. Metagenomic mining reveals candidate tryptophanase and decarboxylase loci, yet whether *P. vulgatus* produces IPA autonomously or via cross-feeding interactions awaits functional validation.

A substantial fraction of dietary tryptophan is converted by microbial tryptophanases and decarboxylases into bioactive indole derivatives—including indole-3-lactate (ILA), indole-3-propionate (IPA), indole-3-acetate (IAA), and indole-3-acetamide (IAM)—that engage host aryl-hydrocarbon receptor (AhR) and pregnane X receptor (PXR) pathways (79, 80). AhR and PXR are common target receptors for indole metabolites *in vivo*; current evidence shows that AhR and PXR in intestinal epithelium can exert dual roles: these receptors not only protect the intestinal epithelium from inflammatory damage and contribute to maintaining epithelial barrier integrity, but also participate in regulating the behavior of transformed colonic cells, posing a potential risk of promoting cancer progression (81–84). Studies have indicated that IPA can effectively prevent chronic colonic inflammation by activating AHR (85). However, in our study, stress was associated with increased endothelial JAM2 expression *in vivo*, whereas IPA treatment reduced JAM2 expression. However, the precise mechanism by which IPA regulates JAM2 transcription remains unclear and requires further investigation. In addition, whether other indole metabolites influence HCC progression also warrants further study.

The TME is a hierarchically organized ecosystem composed of malignant cells, innate and adaptive immune subsets, ECs, cancer-associated fibroblasts, soluble mediators (cytokines, chemokines, growth factors), and a remodeled extracellular matrix (86). Once considered passive bystanders, TME constituents are now recognized as active drivers of tumorigenesis and attractive therapeutic targets (87). Hepatic ECs not only regulate vascular tone and perfusion but also orchestrate immune trafficking through secretion of angiocrine and immunomodulatory cues, thereby directly modulating tumor-cell behavior and anti-tumor immunity (88). Our data implicate the JAM2–F11R axis in regulation of the HCC immune microenvironment. In line with the scRNA-seq findings, stress was associated with a tendency toward an immunosuppressive microenvironment, particularly at the level of Treg enrichment and macrophage polarization, while additional validation of other immune populations will be valuable in future studies. The direct impact of *in vivo* JAM2–F11R blockade on tumor progression remains to be further validated.

## Data Availability

The raw metagenomic sequencing data have been deposited in the National Genomics Data Center (NGDC) (https://ngdc.cncb.ac.cn/) under accession number PRJCA043176. The processed single-cell RNA-seq data and associated metadata are available under GEO Series accession number GSE330363.

# Supplementary material for: Stress accelerates hepatocellular carcinoma progression via a gut microbial-metabolite axis
**Source:** Front Immunol. 2026 May 12;17:1790214. doi: 10.3389/fimmu.2026.1790214
**Supplement:** Supplementary file 1

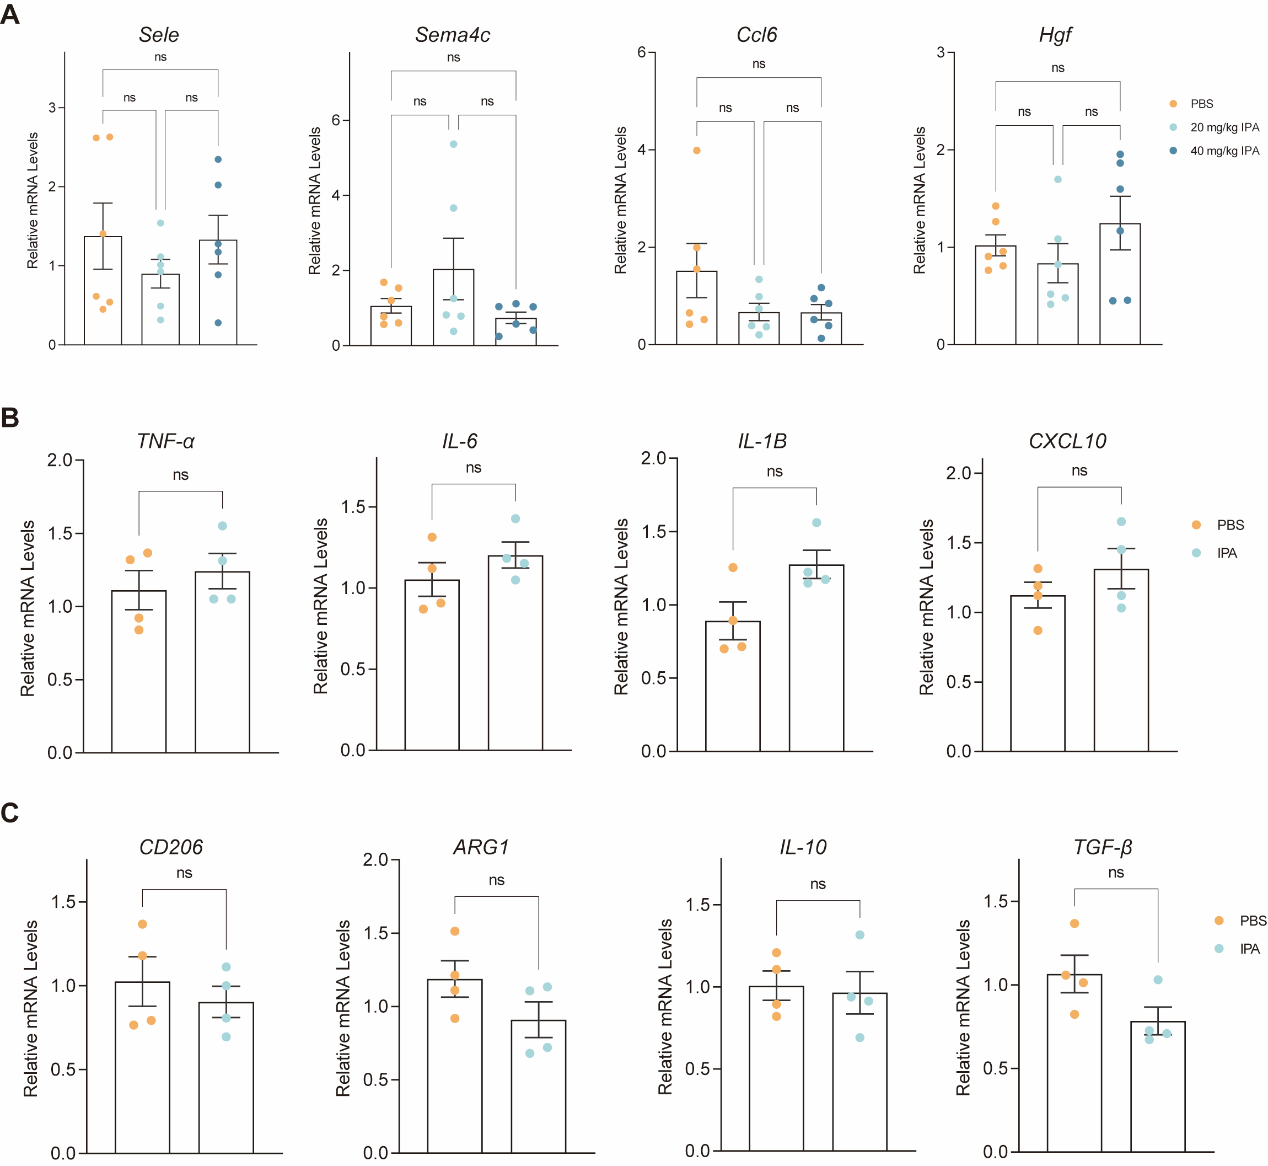

**Supplementary Figure 1. Validation of IPA-mediated regulation of JAM2 expression and macrophage polarization via endothelial cells**

(A) Relative mRNA levels of *Sele*, *Sema4c*, *Ccl6* and *Hgf* in endothelial cells of HCC tumors from mice treated with IPA (20 mg/kg body weight [b.w.] or 40 mg/kg b.w.) or vehicle control (PBS), measured by RT-qPCR (n = 6/group).

(B) Relative mRNA levels of the M1 macrophage markers tumor necrosis factor-α (TNF-α), interleukin-6 (IL-6)， interleukin-1B (IL-1B) and C-X-C motif chemokine ligand 10 (CXCL10) in the upper THP-1 cell chambers in the macrophage-endothelial co-culture. HUVECs were pretreated with PBS or IPA.

(C) Relative mRNA levels of the M2 macrophage markers CD206, Arg1, IL-10 and TGF -β in THP-1 macrophages treated with IPA or PBS, measured by RT-qPCR.

(A), (B) and (C) represents 4 independent samples per group analyzed by unpaired t test. Mean ± SEM shown. ns, not significant.

**Supplementary Table 1. List of Bacteria specific 16S rRNA PCR primers.**

| Code | Sequence 5'–3' |
| --- | --- |
| 16S 27F | GTTTGATCCTGGCTCAG |
| 16S 1492R | CGGCTACCTTGTTACGAC |
| 16S 338F | ACTCCTACGGGAGGCAGCAG |
| 16S 806R | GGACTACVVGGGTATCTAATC |

**Supplementary Table 2. List of qPCR primers.**

| Gene name | F primer | R primer |
| --- | --- | --- |
| Human-*JAM2* | TCGTTGTGAAGTTAGTGCCC | CTCTACCACAGTTCCACTCAG |
| Human-*CD206* | GGGTTGCTATCACTCTCTATGC | TTTCTTGTCTGTTGCCGTAGTT |
| Human-*ARG1* | TGGACAGACTAGGAATTGGCA | CCAGTCCGTCAACATCAAAACT |
| Human-*IL10* | TCAAGGCGCATGTGAACTCC | GATGTCAAACTCACTCATGGCT |
| Human-*TGF-β* | CAATTCCTGGCGATACCTCAG | GCACAACTCCGGTGACATCAA |
| Human-*TNF-α* | CCTCTCTCTAATCAGCCCTCTG | GAGGACCTGGGAGTAGATGAG |
| Human-*IL-1β* | TTCGACACATGGGATAACGAGG | TTTTTGCTGTGAGTCCCGGAG |
| Human-*IL-6* | CCTGAACCTTCCAAAGATGGC | TTCACCAGGCAAGTCTCCTCA |
| Human-*CXCL10* | GTGGCATTCAAGGAGTACCTC | TGATGGCCTTCGATTCTGGATT |
| Mouse-*Jam2* | GAGAGTATCGCTGTGAAGTCAG | AGTCATAACAGAAGTGGGCAC |
| Mouse-*Sele* | GCTTCGTGTACCAATGCATC | GCTTCCATAGTCAGGGTGTTC |
| Mouse-*Sema4c* | GAAGAGCAACCAGACCGAATG | ATAGGTGCCGCAGACATACAG |
| Mouse-*Ccl6* | GCTGGCCTCATACAAGAAATGG | GCTTAGGCACCTCTGAACTCTC |
| Mouse-*Hgf* | ACTTCTGCCGGTCCTGTTG | CCCCTGTTCCTGATACACCT |

# Supplementary material for: Stress accelerates hepatocellular carcinoma progression via a gut microbial-metabolite axis
**Source:** Front Immunol. 2026 May 12;17:1790214. doi: 10.3389/fimmu.2026.1790214
**Supplement:** Supplementary file 2

**Supplementary Methods**

**1 Single-Cell RNA Sequencing (scRNA-seq) Analysis**

scRNA-seq was commissioned to Majorbio Bio-Pharm Technology Co. Ltd. (Shanghai, China) and analyzed as previously described(1-10).

**1.1 Library Construction and Sequencing**

Single-cell libraries were generated using the 10x Genomics Chromium system in strict accordance with the manufacturer’s standard protocols. Individual cells were encapsulated into Gel Beads-in-Emulsion (GEMs) containing barcoded beads, which harbored Read1 adapters, 16-base pair (bp) cell barcodes, 12-bp unique molecular identifiers (UMIs), and poly(dT) primers. Following reverse transcription, GEMs were disrupted, and the resulting complementary DNA (cDNA) was purified, amplified, and subjected to library construction and size selection. Library quantity and quality were rigorously assessed using a Qubit 2.0 Fluorometer, Agilent 2100 Bioanalyzer, and quantitative polymerase chain reaction, with a target concentration of 2 nM. Sequencing was performed on an Illumina NovaSeq 6000 platform using 150-bp paired-end (PE150) reads, where Read1 (28 bp) corresponded to barcode/UMI sequences and Read2 (150 bp) captured transcript sequences, with an average sequencing depth of ~150 Gb per sample.

**1.2 Sequencing Quality Control and Preprocessing**

Raw sequencing reads were trimmed to remove adapter sequences, low-quality reads (defined as reads with >20% of bases having a Phred quality score≤5) and reads containing >3 ambiguous bases. Quality assessment of clean reads was conducted using FastQC (v0.11.9).

**1.3 Cell Clustering and Annotation**

Doublet cells were eliminated using Scrublet (v0.2.3) to minimize technical artifacts. 

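A doublet is a droplet that captured more than 1 cell. The deposited matrices and annotation were scored with the Scrublet method as implemented in scanpy, one library at a time. It called 2763 of the 58794 annotated cells, or 4.70%, so droplets that this implementation calls doublets remain among the annotated cells. The called share was 1.45% in tumor cells, 9.41% in ECs, 8.67% in NK/T cells, 19.7% in DCs and 62.6% in M-MDSCs. Within ECs it was 48.6%, 94.8% and 60.3% in clusters 16, 24 and 27, and at most 4.25% in clusters 2, 8, 15 and 18. Called cells were kept in the values at the claims. Counts of changed genes, shares, scores, distances and the Jam2–F11r value were repeated without them, a repeat chosen after the data were seen.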

Subsequent downstream analyses were performed in R (v4.2.2) utilizing the Seurat package (v4.3.0). Cells with abnormally high mitochondrial gene content (mitochondrial reads > 20%) or low feature counts (detected genes < 200) were excluded to ensure data quality. 

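Applied to the deposited matrices, the filter of at most 20% mitochondrial UMIs and at least 200 detected genes left 59199 of 61374 barcodes. The annotation held 58794 cells, 405 fewer. All 405 had more than 8000 detected genes or at least 80000 UMIs, and with these limits added the filter gave the annotated cells of every mouse exactly.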

Gene expression data were normalized using the NormalizeData function (scale.factor = 10,000), and multi-sample integration was implemented using Harmony to mitigate batch effects. Principal component analysis (PCA) was performed for dimensionality reduction, and uniform manifold approximation and projection (UMAP) embedding was generated using the top 10–20 principal components (PCs). Cell clustering was conducted using SCTransform (resolution = 1.0). Marker genes for each cluster were identified via the FindAllMarkers function (average log2 fold change [avg-logFC] > 0.25; adjusted p-value < 0.05) and employed for cell-type annotation based on established lineage-specific markers. Top marker genes were visualized using violin plots, bubble plots, and heatmaps, and their expression distributions across samples were quantified.

**1.4 Differential Expression and Functional Enrichment**

Differential expression analysis was performed using Seurat’s FindMarkers function to compare gene expression profiles. Significant differentially expressed genes (DEGs) were defined as those with adjusted p-value < 0.05 and |log2FC| > 0.15. These DEGs were subjected to Gene Ontology (GO) Biological Process enrichment analysis using the cluster Profiler package. 

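The test named here takes cells as replicates, whereas the counts of changed genes given with the results took mice as replicates. In the endothelial test over mice, all 30 genes past an adjusted p of 0.05 in edgeR's quasi-likelihood test also had an absolute log2 fold change over 0.15. Without a filter on low counts, 24462 genes were tested and 107 passed.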

Enrichment analysis was performed using enrichGO with Benjamini–Hochberg correction for multiple testing (adjusted p-value < 0.05, q-value < 0.2).

**1.5 Cell–Cell Communication Analysis**

Cell–cell communication networks were inferred using the CellChat package (v1.6.1) with the Mouse CellChatDB.

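CellChat infers communication from the expression of a ligand in one cell group and its receptor in another. In its default form both are averaged with a trimean, so a gene found in fewer than 25% of a group's cells contributes 0. With the 10% trimmed mean, an alternative average, the pooled Jam2–F11r value was 0.00784 in control mice and 0.00968 in stress mice.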

**2. Metagenomic sequencing**

A subset of human sample data used in this study has been previously analyzed and reported in another study(11). For human samples, fecal DNA was isolated from frozen stools with the MagMAX™ Microbiome Ultra Nucleic Acid Isolation Kit (Thermo Fisher Scientific, MA, USA). For mice samples, fecal DNA was extracted using Magnetic Soil and Stool DNA Kit (TIANGEN BIOTECH, DP712). DNA purity and integrity verified by agarose gel electrophoresis and concentration were quantified with a NanoDrop 2000. DNA samples of sufficient quality were fragmented to a mean size of ~350 bp. Subsequent library construction was conducted via sequential steps: end repair, A-tailing, adapter ligation, purification, and PCR amplification. Library quality was assessed by quantifying the effective concentration via qPCR. Qualified libraries were sequenced on the Illumina PE150 platform with a target depth was ≥8.0 Gb per sample.

For metagenomic data analyses, adapter trimming and filtering were performed using fastp. Host contaminants were further removed by alignment to the reference genome using Bowtie2 (v2.3.5.1, default parameters; read coverage >80%). Metagenomic microbial composition analyses were performed using the vegan (v2.6-10) R package1. Bray–Curtis distance matrices were constructed to assess differences in microbial community composition among groups, and statistical significance was evaluated using permutational multivariate analysis of variance (PERMANOVA) implemented via the adonis2 function. The Alpha diversity index was calculated using the vegan package. Differential species screening was performed using the microeco (v1.9.1) R package2 based on the Linear Discriminant Analysis Effect Size (LEfSe) method, employing Linear Discriminant Analysis (LDA) to select significant features with LDA > 2 and P < 0.05.

**3 Targeted metabolomics analysis of samples from clinical subjects and mice**

A subset of human sample data used in this study has been previously analyzed and reported in another study(11). Metabolomic profiling of serum samples from clinical participants and mice was conducted by Metabo-Profile Biotechnology (Shanghai, China) using the Q300 Metabolite Array. Standards for all targeted metabolites were sourced from Sigma-Aldrich (St. Louis, MO, USA), Steraloids Inc. (Newport, RI, USA), and TRC Chemicals (Toronto, ON, Canada). For sample pretreatment, 20 μL of serum was vortex-mixed with 120 μL of ice-cold methanol for 5 min to induce protein precipitation. After centrifugation, 30 μL of the supernatant was mixed with 20 μL of freshly prepared derivatization reagents and incubated at 30 °C for 60 min. Post-derivatization, 330 μL of ice-cold 50% (v/v) methanol aqueous solution was added to the mixture, which was then incubated at −20 °C for 20 min. The sample was subsequently centrifuged at 4000 × g for 30 min at 4 °C. A 135 μL aliquot of the resulting supernatant was transferred to a new microplate well and mixed with 10 μL of internal standard solution.

Absolute quantification of metabolites in plasma samples was performed using an ultra-performance liquid chromatography–tandem mass spectrometry (UPLC–MS/MS) system (ACQUITY UPLC-Xevo TQ-S, Waters Corp., Milford, MA, USA). The analytical column was an ACQUITY UPLC BEH C18 column (1.7 μM particle size, 2.1 × 100 mm; Waters). The mobile phase consisted of phase A (water containing 0.1% formic acid, v/v) and phase B (acetonitrile/isopropanol [IPA], 70:30, v/v). The gradient elution program was as follows: 0–1 min, 5% B; 1–11 min, linear gradient from 5% to 78% B; 11–13.5 min, linear gradient from 78% to 95% B; 13.5–14 min, linear gradient from 95% to 100% B; 14–16 min, isocratic elution at 100% B; 16–16.1 min, linear gradient from 100% to 5% B; 16.1–18 min, isocratic re-equilibration at 5% B. The injection volume was 5 μL, flow rate was 0.4 mL/min, column temperature was maintained at 40 °C, and sample manager temperature was set to 40 °C. Electrospray ionization (ESI) was used in both positive (ESI+) and negative (ESI−) modes. Source temperature was 150 °C, desolvation temperature was 550 °C, and desolvation gas flow rate was 1000 L/h.

Raw UPLC–MS/MS datasets were processed with MassLynx software (v4.1, Waters Corp., Milford, MA, USA) to perform peak integration, calibration curve generation, and absolute quantification of individual metabolites. A total of 203 metabolites were reliably detected in samples from clinical participants, whereas 204 reliably detected metabolites were identified in mouse samples. Both datasets were subjected to subsequent analyses.

To quantify the overall abundance of tryptophan pathway-related metabolites, a tryptophan pathway score was calculated for each sample based on the seven measured tryptophan-related metabolites in our dataset. Briefly, the abundance of each metabolite was first standardized across all samples using Z-score transformation according to the following formula:

$$Z_{ij}=\frac{x_{ij}-\mu_{j}}{\sigma_{j}}$$

where $x_{ij}$represents the abundance of metabolite $j$in sample $i$, and $\mu_{j}$and $\sigma_{j}$denote the mean and standard deviation of metabolite $j$across all samples, respectively.

The tryptophan pathway score for each sample was then defined as the average of the Z-scored values of the seven metabolites:

$$\text{Tryptophan pathway score}_{i}=\frac{1}{7}\sum_{j=1}^{7} Z_{ij}$$

**4 Behavioral tests**

**4.1 SPT**

The sucrose preference test (SPT) was used to assess the degree of pleasure loss in mice as previously described(12). Briefly, during adaptation, mice in their home cages are given 48 h of continuous exposure to two regular bottles, one containing sucrose water (1% (wt/vol)) and one containing tap water (regular water). All mice also have ad libitum access to lab chow. After this, mice are transferred to the chambers of the SPT apparatus for apparatus adaptation for 24 h. During the baseline measurement stage, mice are moved into a temperature-controlled room that should be used only for the test and are transferred to the SPT apparatus. Each mouse is given one tube of sucrose water (1% (wt/vol)) and one tube of regular water for 12 h. The baseline measurement stage lasts for 48 hours. During the preference test after performing baseline measurements, mice are deprived of both food and water for 12 h. Immediately after deprivation, all animals are given 12-h access to one tube of 1% (wt/vol) sucrose solution and one tube of regular water. Each tube is weighed before and after the test. At the end of the test, all animals are returned to group housing with ad libitum food and water. Because of the effect of circadian rhythms on the drinking of mice, all measurements of SPT were performed at night. Sucrose water preference (%) = sucrose water consumption/ (sucrose water consumption + distilled water consumption) x 100%.

**4.2 FST**

The forced swimming test (FST) was used to assess the degree of desperation in mice, as previously described(13). Mice were carefully introduced one at a time into a cylindrical water tank (30 cm high x 15 cm diameter, water temperature 23 ± 1 ℃). The mice were allowed to remain in the water tank for 6 min, and the immobility time was recorded for the last 4 min. Immobility time was defined as when the body was perpendicular to the water surface with only the nose sticking out or when the mice floated and moved slightly on the water's surface. Scoring of immobility time was performed by means of automated video tracking software (EthoVision XT8, Noldus, Netherlands) as described previously.

**4.3 TST**

The tail suspension test (TST) was performed to evaluate depression-like behavior. The mice were suspended for a period of 6 min, and the time spent immobile during the last 4 min of 6 min period was recorded. Scoring of immobility time was performed by means of automated video tracking software (EthoVision XT8, Noldus, Netherlands) as described previously(13).

**5 Abx**

Antibiotic cocktails in drinking water (containing 100 µg/ml neomycin, 50 µg/ml streptomycin, 100 µg/ml ampicillin, 50 µg/ml vancomycin, 100 µg/ml metronidazole, 1 mg/ml bacitracin, 125 µg/ml ciprofloxacin, and 100 µg/ml ceftazidime) were freshly prepared every two days and were given ad libitum for 10 days to C57BL/6J mice. This protocol was reported that it would not promote loss of body weight(14).

**6 Fecal microbiota transplantation (FMT) from human**

Fresh stool samples were collected from individuals with MDD or health control, as described previously(15). Briefly, stool (20 mg) was dissolved in 1 mL saline, vigorously mixed for 3 min, centrifuged for 3 min at 4℃, and 200 μL supernatant collected. 10 % volume of glycerol was added to the fecal suspension, and it was sub-packaged and frozen at -80 ℃. Mice were administered 200 μL of the above supernatant by gavage every other day for the next 14 days after 3d of antibiotics treatment.

**7 Fecal microbiota transplantation from mice**

Following an established protocol with minor modifications(16), fresh feces from stress group (n=10) and con group (n=10) mice were collected and resuspended in sterile PBS solution at a ratio of 40 mg/mL. The solution was vigorously mixed for 3 min before centrifugation at 500×g for 3 min. Subsequently, the supernatant was collected and filtered through a 70 mm cell strainer. 10 % volume of glycerol was added to the fecal suspension, and it was sub-packaged and frozen at -80 ℃. After 3d of antibiotics treatment, each Abx-treated mouse was given 200 μl of fecal suspension by oral gavage every other day for the next 14 days.

**8 Isolation of mouse liver ECs**

As described previously, mice were sacrificed and the livers were minced and dissociated with HBSS (Gibco) containing dispaseⅡ (Sigma), collagenaseⅠ(Sigma), collagenaseⅡ(Sigma) and DNaseⅠ(Sigma) at 37°C for 20 min at indicated time points(17, 18). To remove connective tissue, the resulting cell suspension was filtered through a 70 μm filter to obtain single cell suspension and cells were collected at 400 g for 5 min. After the cells were resuspended in ammonium-chloride-potassium (ACK) lysis buffer for 5 minutes on ice, hepatocytes and NPCs were then separated by an additional centrifugation step at 50g for 5 min at 4 °C. NPCs in the supernatant were utilized for flow cytometry analysis and bead isolation. The total NPCs were centrifuged and resuspended with MACS buffer. The obtained single cell suspension was incubated with Dynabeads magnetic beads (Invitrogen) coated with rat anti-mouse CD31 antibodies (BD Bioscience). After all treatments, the CD31+ cells (ECs) were collected and subjected to qPCR analysis(19, 20).

**9 Immunostaining**

Mouse tumor tissues were embedded in OCT compound and cryopreserved for histological analysis. Tumor tissues were sectioned at 8 μm slides, and the slides were blocked with 5% donkey serum followed by incubation with an anti-VE-cadherin polyclonal primary antibody (#AF1002, R&D Systems) at 4°C overnight. After incubation with fluorophore-conjugated secondary antibodies (#705-605-147, Jackson ImmunoResearch), nuclei were counterstained with DAPI (#10236276001, Roche), and the sections were mounted with an antifade mounting medium. Images were acquired using an Axiovert LSM980 confocal microscope (Zeiss).

**10 Flow cytometry**

The NPCs were incubated with the following conjugated antibodies: FITC Rat Anti-Mouse CD31 (#553372, BD), PerCP-Cy™5.5 Anti-Mouse CD45 (#550994, BD), PE Rat anti-mouse F4/80 (#565410, BD), PE-Cyanine7 Anti-Mouse CD11b(#25-0112-82, eBioscience) in the 4℃ refrigerator for 30 min and washed twice with cold PBS (1% FBS). The incubated cells were then analyzed using flow cytometry on the BD LSRFortessa. The obtained data were processed using Flow Jo-V10 (BD Bioscience).

**11 Cell culture and lentiviral transduction**

HUVECs were cultured in EC specific medium (Milipore, SCME-BM). To perform gene overexpression in HUVECs, the open reading frame of the human JAM2 gene was subcloned into the lentiviral vector as previously described(21, 22). A negative control vector was also constructed using a scrambled sequence provide by Sigma, which does not match any genomic sequence. Lentiviral particles were generated by co-transfecting 2.5 mg of total DNA, including the shuttle lentiviral vector loaded with the target gene overexpression or scrambled sequence, PSPA.2 and PMP2.D, into 293T cells using liposome transfection. Viral supernatants were collected and used to transduce HUVECs.

**12 Co-immunoprecipitation (Co-IP) Assay**

Plasmids were transfected into HEK293T cells using Lipo6000 (PEI; Polysciences). GFP-empty vector served as negative control for non-specific interactors. Forty-eight hours post-transfection, cells were washed twice with ice-cold PBS and lysed at 4 °C for 20 min in IP buffer (1% (v/v) Triton X-100, 20 mM HEPES pH 7.4, 140 mM KCl, 5 mM MgCl₂ and EDTA-free protease inhibitor; 600 µL per 10 cm dish). Lysates were cleared by centrifugation, 50 µL aliquot of supernatant was retained as input; the remainder was incubated overnight at 4 °C with GFP-Trap magnetic agarose (ChromoTek) generated by pre-conjugating GFP antibody to Protein A 4FF Sefinose™ Resin (Sangon Biotech, C600957). Beads were washed three times with IP buffer and bound proteins eluted in 4× Laemmli sample buffer at 95 °C for 5 min. For immunoblot analysis, 20% of the eluate was used to detect GFP, and the remaining 80% was used to detect co-immunoprecipitated proteins.

**13 Co-culture of HUVECs and THP-1 monocytes**

Co-culture of HUVECs and THP-1 monocytes were performed as previously described(23, 24). Briefly, the THP-1 monocytes (ATCC) were seeded onto cell culture inserts with a 0.4 mm pore size PC membrane (Beyotime, China) and differentiated into macrophages by the treatment with phorbol 12-myristate 13-acetate (PMA; Sigma, USA) for 24 h as previously described. The HUVECs were seeded onto 12-well plates. After adhesion of the HUVECs, the differentiated THP-1 monocytes seeded on the cell culture inserts were transferred to the 12-well plates to initiate co-culturing with the HUVECs. Then, the HUVECs were incubated with 500 μmol/L IPA. The co-culture was incubated in a CO2 incubator for 2 days, the supernatants from the upper chamber of co-culture were collected for ELISA analysis and cells were collected for RNA extraction and qPCR analysis. As for the co-culture of JAM2-overexpressing HUVECs with the differentiated THP-1 monocytes, JAM2 overexpression viral supernatants were transduced into HUVECs before the co-culturing.

**14 Total RNA extraction and qPCR with reverse transcription**

Isolated Liver ECs and cell pellets were collected for RNA extraction. Total RNA was prepared using TRIzol (Invitrogen) and converted to cDNA using PrimeScript RT reagent Kit (Takara, RR047A-1). qPCR was conducted using SYBR green on the CFX96 Real-time PCR Detection System (Bio-Rad) as previously described.

**15 ELISA**

To quantify IL-10 and TGF-β levels, the supernatants from the upper chamber of co-culture were collected and used for ELISA with IL-10 and TGF-β human pre-coated ELISA kits (ThermoFisher), following the manufacturer’s instructions, and absorbance was read at 450 nm. The concentration of IL-10 and TGF-β in supernatants was determined from a standard curve generated by serial dilution of IL-10 or TGF-β, respectively.

References

1. Zheng C, Zheng L, Yoo J-K, Guo H, Zhang Y, Guo X, et al. Landscape of Infiltrating T Cells in Liver Cancer Revealed by Single-Cell Sequencing. Cell. 2017;169(7):1342–56.e16.

2. Zhang Q, He Y, Luo N, Patel SJ, Han Y, Gao R, et al. Landscape and Dynamics of Single Immune Cells in Hepatocellular Carcinoma. Cell. 2019;179(4):829–45.e20.

3. Cappuyns S, Piqué-Gili M, Esteban-Fabró R, Philips G, Balaseviciute U, Pinyol R, et al. Single-cell RNA sequencing-derived signatures define response patterns to atezolizumab + bevacizumab in advanced hepatocellular carcinoma. Journal of Hepatology. 2025;82(6):1036–49.

4. Hao X, Zheng Z, Liu H, Zhang Y, Kang J, Kong X, et al. Inhibition of APOC1 promotes the transformation of M2 into M1 macrophages via the ferroptosis pathway and enhances anti-PD1 immunotherapy in hepatocellular carcinoma based on single-cell RNA sequencing. Redox Biology. 2022;56.

5. Brown J, Pirrung M, McCue LA, Wren J. FQC Dashboard: integrates FastQC results into a web-based, interactive, and extensible FASTQ quality control tool. Bioinformatics. 2017;33(19):3137–9.

6. Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. The Innovation. 2021;2(3).

7. Butler A, Hoffman P, Smibert P, Papalexi E, Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nature Biotechnology. 2018;36(5):411–20.

8. Tan Z, Chen X, Zuo J, Fu S, Wang H, Wang J. Comprehensive analysis of scRNA-Seq and bulk RNA-Seq reveals dynamic changes in the tumor immune microenvironment of bladder cancer and establishes a prognostic model. Journal of Translational Medicine. 2023;21(1).

9. Jin S, Guerrero-Juarez CF, Zhang L, Chang I, Ramos R, Kuan C-H, et al. Inference and analysis of cell-cell communication using CellChat. Nature Communications. 2021;12(1).

10. Jin S, Plikus MV, Nie Q. CellChat for systematic analysis of cell–cell communication from single-cell transcriptomics. Nature Protocols. 2024;20(1):180–219.

11. Du J-Y, Zhang Z-J, Tan L, Yang J-Y, Yang R-N, Chen Y-L, et al. Gut microbiota dysbiosis and metabolic perturbations of bile/glyceric acids in major depressive disorder with IBS comorbidity. mBio. 2025;16(11):e02447–25.

12. Liu M-Y, Yin C-Y, Zhu L-J, Zhu X-H, Xu C, Luo C-X, et al. Sucrose preference test for measurement of stress-induced anhedonia in mice. Nature Protocols. 2018;13(7):1686–98.

13. Tomida S, Mamiya T, Sakamaki H, Miura M, Aosaki T, Masuda M, et al. Usp46 is a quantitative trait gene regulating mouse immobile behavior in the tail suspension and forced swimming tests. Nature Genetics. 2009;41(6):688–95.

14. Koh A, Molinaro A, Ståhlman M, Khan MT, Schmidt C, Mannerås-Holm L, et al. Microbially Produced Imidazole Propionate Impairs Insulin Signaling through mTORC1. Cell. 2018;175(4):947–61.e17.

15. Qi X, Yun C, Sun L, Xia J, Wu Q, Wang Y, et al. Gut microbiota–bile acid–interleukin-22 axis orchestrates polycystic ovary syndrome. Nature Medicine. 2019;25(8):1225–33.

16. Bárcena C, Valdés-Mas R, Mayoral P, Garabaya C, Durand S, Rodríguez F, et al. Healthspan and lifespan extension by fecal microbiota transplantation into progeroid mice. Nature Medicine. 2019;25(8):1234–42.

17. Naito H, Wakabayashi T, Ishida M, Gil C-H, Iba T, Rahmawati FN, et al. Isolation of tissue-resident vascular endothelial stem cells from mouse liver. Nature Protocols. 2020;15(3):1066–81.

18. Qing J, Ren Y, Zhang Y, Yan M, Zhang H, Wu D, et al. Dopamine receptor D2 antagonism normalizes profibrotic macrophage-endothelial crosstalk in non-alcoholic steatohepatitis. Journal of Hepatology. 2022;76(2):394–406.

19. Mo C, Li H, Yan M, Xu S, Wu J, Li J, et al. Dopaminylation of endothelial TPI1 suppresses ferroptotic angiocrine signals to promote lung regeneration over fibrosis. Cell Metabolism. 2024;36(8):1839–57.e12.

20. Chen Y, Pu Q, Ma Y, Zhang H, Ye T, Zhao C, et al. Aging Reprograms the Hematopoietic-Vascular Niche to Impede Regeneration and Promote Fibrosis. Cell Metabolism. 2021;33(2):395–410.e4.

21. Ding B-S, Nolan DJ, Butler JM, James D, Babazadeh AO, Rosenwaks Z, et al. Inductive angiocrine signals from sinusoidal endothelium are required for liver regeneration. Nature. 2010;468(7321):310–5.

22. Ding B-S, Cao Z, Lis R, Nolan DJ, Guo P, Simons M, et al. Divergent angiocrine signals from vascular niche balance liver regeneration and fibrosis. Nature. 2013;505(7481):97–102.

23. Zhou X, Zhang C, Yang S, Yang L, Luo W, Zhang W, et al. Macrophage-derived MMP12 promotes fibrosis through sustained damage to endothelial cells. Journal of Hazardous Materials. 2024;461.

24. Chen G, Shen Y, Li X, Jiang Q, Cheng S, Gu Y, et al. The endoplasmic reticulum stress inducer thapsigargin enhances the toxicity of ZnO nanoparticles to macrophages and macrophage-endothelial co-culture. Environmental Toxicology and Pharmacology. 2017;50:103–10.

How the deposited data were processed for this re-analysis (not part of the article)

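Tumor tissue of 3 control mice and 3 stress mice was sequenced by the authors as 10x Genomics single-cell libraries, 1 library per mouse. The authors deposited raw UMI counts per gene and cell, not normalized, with the matrix headers naming Cell Ranger 9.0.0 for control libraries and 7.1.0 for stress libraries. The aligner settings and the gene annotation used for counting are not given in the sources used here. A deposited table gives the mouse, cluster number, cell type, UMI count and number of detected genes of each annotated cell. The UMI counts in that table equaled the matrix totals for 68.3% to 76.7% of the cells of a mouse and differed by at most 87 UMIs in the others, and the matrix counts were used. Of the 34099 gene identifiers, 32061 were found in GENCODE M21 (GRCm38), from which gene positions were taken.

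Cells were kept as annotated. The stated filter, at most 20% mitochondrial UMIs and at least 200 genes, together with at most 8000 genes and fewer than 80000 UMIs, gives the annotated cells. Doublets were called with scanpy's Scrublet per library and kept, apart from the alternative that left them out. UMI counts were summed per mouse and cell type and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05). Cell types with fewer than 10 cells in a mouse, neutrophils and HSCs, were not tested. DESeq2 1.42.0 was an alternative, as were RLE normalization, no filter on low counts, an absolute log2 fold change over 0.15, equal numbers of 1514 ECs per mouse, and ECs with at least 3 of 7 endothelial markers. The edgeR step was tested on simulated data for ECs of stress against control mice with 13932 genes, where it recovered 185 of 197 changed genes (93.9%) with 19 false calls. The false calls were a larger share of all calls than the threshold of 0.05. Every simulated gene had the same dispersion (variation between mice beyond counting noise), 0.02. All simulated changes were larger than the log2 fold change of Jam2 in ECs, 0.25. The recovered share therefore does not hold for noisier genes or smaller changes.

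Module scores were computed with scanpy 1.11.5 under Python 3.11.15 (anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 for figures) on counts per 10000 with a natural log of 1 + x. Alternatives were the median over cells, wider or narrower lists, all myeloid cell types, cells thinned to 1000 UMIs, and the gene set test fry of limma 3.58.1. Thinning left out 6, 34 and 11 monocytes of the control mice and 2, 20 and 16 of the stress mice. Of the 1556 DCs it left out 271. Wider M1 and M2 lists gave differences of 0.0729 and -0.0641, stress minus control. Narrow lists gave -0.210 for CD8+ T, 0.0630 for CD4+ T and 0.0242 for Treg. Euclidean distances used log2(CPM + 1) of the summed counts. Ligand-receptor values followed CellChat's default form. Expression was divided by its largest log-normalized value, 8.86. CellChat's database was not used, so interaction strength over all pairs is not reported.

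Changes of single genes are given for genes the paper names in its text or figures, in the cell type it names them for, for Foxp3 in NK/T cells, which was listed in advance, and for the 5 genes of the endothelial and of the monocyte test with the largest change among those past the threshold whose groups do not overlap. Cell type markers and members of the score lists, also listed in advance, are named to describe cell types and scores. Gene copies and Xist were named after their values were seen. Counts of changed genes, named genes, shares, scores and the Jam2–F11r value were repeated leaving out each mouse in turn and with the replicate number as a block, and the endothelial distance leaving out each mouse only. The other ligand-receptor pairs, the comparisons relative to another cell type, and the tests of gene copies and hepatocyte RNA were not repeated in these ways. Alternatives by cluster (ECs without cluster 15, ECs of clusters 2, 8 and 18 only, monocytes without cluster 13, DCs of cluster 20 only), without called doublets, and relative to tumor cells or monocytes of the same mouse were added after the data were seen. The precision of all group comparisons is limited by 3 mice per group, and depth differed between mice, with median UMIs per cell between 7166 and 20478. The flow cytometry, staining and RT-qPCR experiments were not analysed here.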

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

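The comparison of gene copies with their parent genes, the hepatocyte RNA test in ECs, the shared-direction count and every alternative by cluster, without called doublets or relative to another cell type were tests chosen only after the results were seen.

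Genes outside those the paper discusses led the endothelial test. Cdk8 (log2 fold change 3.03), Cmss1 (2.96), Lars2 (2.83), Gphn (2.70) and Camk1d (2.60) were higher in all 3 stress mice than in all 3 control mice. Leaving out control mouse 1 raised edgeR's adjusted p of Cdk8 to 0.0570 and of Gphn to 0.0532, and leaving out control mouse 3 raised that of Cdk8 to 0.0687. Over all alternatives the adjusted p of Cdk8 ranged from 7.3e-43 to 0.0687 and that of Gphn from 1.1e-53 to 0.0532. Of the 25 changed endothelial genes tested in all 8 cell types, 92.0% moved in the same direction in the other 7, against 21.6% of the unchanged genes. The 13 mitochondrial protein-coding genes had median log2 fold changes between 0.50 and 0.70 in the 8 cell types.

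One technical explanation for these 5 genes was a larger cluster of shallow ECs in stress mice, cluster 15. Without it, the smallest of the 5 log2 fold changes was 2.54 and all 5 stayed past the threshold, which argues against it. Barcodes from another list in the stress libraries are argued against by the number of shared barcodes. Per 1e6 barcode pairs it was 0.281 between groups and 0.289 within groups. A difference between libraries that acts on all cells alike and an effect of stress on every cell type both predict the value of 92.0%. They cannot be told apart, because Cell Ranger version and group coincide.

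Genes with near-identical copies bear on that question. Symbols that mark a gene as a copy (ending in rt or -ps) were paired with their parent gene, 8 to 28 pairs per cell type. The median log2 fold change of copies lay between -1.09 and -0.67 over the 8 cell types, and that of their parents between -0.16 and 0.18. Copies lay below their parents by a median between -1.06 and -0.68. Among the 15 lower endothelial genes were the copies Rpl37rt, Rps27rt, Cdk2ap1rt and Rpl9-ps6, named after their values were seen. These differences are consistent with reads being assigned differently between a gene and its copy in the libraries of the 2 groups, with -0.68 in the cell type closest to 0. Whether the counting version, the reads or another step made this difference was not tested, and a change in the copies' own expression stays open as a biological explanation.

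In the monocyte test the leading genes were Tm4sf4 (log2 fold change 5.37), Alb (4.32), Cmss1 (3.29), Cp (2.99) and Gm15726 (2.85), which the paper does not discuss. Their counts were small apart from Cmss1. Alb had 0, 2 and 1 UMIs in control mice and 12, 43 and 59 in stress mice. Alb lost significance with any 1 mouse left out (4.04 to 4.65, edgeR's adjusted p between 0.0563 and 0.223). Tm4sf4, Cp and Gm15726 each kept it only without control mouse 2. The log2 fold changes of Cp and Gm15726 ranged over the 6 omissions from 2.74 to 3.57 and from 2.64 to 3.57. Tm4sf4 had 0, 2 and 0 UMIs in control mice and 13, 72 and 82 in stress mice. Its log2 fold change ranged from 4.97 to 5.60 over the 5 omissions that keep control mouse 2. Without that mouse the controls are at 0 and the fitted change depends on the prior count. Without monocyte cluster 13, Alb, Cp and Gm15726 had log2 fold changes of 3.57, 2.79 and 2.48 and adjusted p of 0.0627, 0.0574 and 0.0647, while Tm4sf4 (5.57, 0.0129) and Cmss1 (3.19, 0.00143) stayed past the threshold. Without called doublets, Cp had 2.79 and an adjusted p of 0.126, and Tm4sf4 and Alb were not tested. Over all alternatives, the adjusted p of Tm4sf4, Alb, Cp and Gm15726 ranged from 7.37e-05 to 0.214, from 0.000551 to 0.223, from 1.9e-07 to 0.178 and from 4.7e-08 to 0.214.

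RNA of hepatocytes is a candidate source of Alb and Cp. For 11 hepatocyte genes, with Hp left out of the original list of 12 after its values were seen because myeloid cells make it, monocytes had 9.02 ± 7.75 UMIs per 1000 cells in control mice and 134 ± 74.2 in stress mice. In ECs the difference between groups was 18.9 UMIs per 1000 cells, against 124.6 in monocytes, which argues against free hepatocyte RNA that reaches all droplets alike. The groups also separated in tumor cells, inflammatory myeloid cells, B cells and M-MDSCs, with differences of 23.3, 15.2, 35.8 and 32.8, so some free RNA in the stress libraries is not excluded. In stress monocytes, 93.4% of these UMIs lay in 1% of the cells, with 187 in a single cell, and 21.6% lay in called doublets. A small number of droplets that hold hepatocyte RNA would give this pattern. Monocytes that took up such RNA or made it stay open as biological explanations.

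Tumor cells gave 4041 changed genes, which the paper does not report. Only the real one of the 10 splits of the 6 mice into 3 and 3 gave as many (1 of 10). The largest count of another split was 146, and their median was 0. With so few splits chance cannot be excluded at 0.05. The count fell to 1191 without control mouse 3, 1716 without control mouse 1, 1903 without stress mouse 2, 2157 without stress mouse 3 and 2330 without stress mouse 1, and it rose to 5790 without control mouse 2. Tumor cells were the largest class, with 29638 cells at a median of 27716 UMIs, and more counts allow more calls. Stress could contribute, and so could the source of the difference between gene copies and their parents (-0.68 or lower in every cell type), which was not tested.

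Relative to the tumor cells of the same mouse, 25 endothelial genes changed (5 higher and 20 lower), a test of the interaction between cell type and group. Of these, 3 were among the 30 genes changed in ECs alone. A difference between libraries is removed by this comparison only if it acts on all cells alike. Cmss1, for example, had log2 fold changes of 1.84 in tumor cells and 2.96 in ECs. The 25 genes are therefore candidates for an effect of stress particular to 1 of the 2 cell types. A difference between libraries that varies with cell type stays open for them as well. Relative to the monocytes of the same mouse, edgeR called 0 genes, with 1255 at an unadjusted p under 0.05, and no other tool was run on this comparison. The interaction with tumor cells therefore may reflect tumor cells as much as ECs.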

How the results depend on the processing

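The alternatives without called doublets, by cluster, relative to another cell type and with a replicate block for fry or cell numbers were tests chosen only after the results were seen. Unless a reason is given, the cause was not tested.

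Counts of changed genes moved most. Without a filter on low counts, more genes were tested and the count was 107 in ECs, 80 in inflammatory myeloid cells, 214 in monocytes, 479 in NK/T cells, 815 in DCs, 306 in B cells and 321 in M-MDSCs. DESeq2 gave 421 in ECs, 6 in inflammatory myeloid cells, 180 in monocytes, 170 in NK/T cells, 54 in B cells and 80 in M-MDSCs. Without called doublets the counts were 5 in inflammatory myeloid cells, 431 in NK/T cells, 27 in DCs, 18 in B cells and 13 in M-MDSCs. DCs of cluster 20 only gave 20. Relative to monocytes of the same mouse, ECs gave 0. That is a test of the interaction between cell type and group, so its count cannot be set against the 30. RLE normalization left every count within 1.5 times, as did ECs without cluster 15 (33) and monocytes without cluster 13 (11). ECs of clusters 2, 8 and 18 gave 28 genes, of which 20 were among the 30 found with all ECs.

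With each mouse left out in turn, which leaves fewer samples, the counts ranged from 1191 to 5790 in tumor cells, 3 to 46 in ECs, 3 to 64 in monocytes, 38 to 125 in NK/T cells, 65 to 354 in DCs, 6 to 40 in B cells and 25 to 90 in M-MDSCs. Inflammatory myeloid cells stayed at 0 in edgeR's test in all 6 omissions, with 216 to 732 genes at an unadjusted p under 0.05. The counts without single mice were, in the order control mouse 1, 2 and 3 and stress mouse 1, 2 and 3, 3, 64, 3, 7, 5 and 5 in monocytes. In the same order they were 38, 93, 40, 59, 125 and 64 in NK/T cells, and 109, 354, 140, 134, 239 and 65 in DCs. B cells gave 40, 33, 6, 9, 12 and 12, and M-MDSCs 32, 90, 25, 47, 39 and 39.

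Jam2 in ECs had no call under any alternative. Relative to tumor cells, where its log2 fold change was 0.26, the endothelial change differed by -0.086. That value compares 2 cell types and is not another estimate of the change in ECs. The log2 fold change of Jam2 in ECs ranged from -0.056 to 0.46 over the mice left out, reversed without control mouse 2 and without stress mouse 1. F11r in monocytes ranged from -0.056 to 0.22, reversed without stress mouse 3, and reversed to -0.018 without cluster 13. Among other named genes, reversals occurred for Ccl6 in ECs (-0.62 to 0.24 over the mice left out, 0.29 in clusters 2, 8 and 18) and Pecam1 (-0.19 to 0.036). In monocytes they occurred for Mrc1 (-0.47 to 0.012), Arg1 (-0.64 to 0.053), Cd44 (-0.060 to 0.41), Ccr2 (-0.18 to 0.49, and -0.029 without called doublets), Met (-0.27 to 0.40) and Il6 (-0.040 without cluster 13). None of these genes had passed the threshold.

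The endothelial share reversed to -3.84 percentage points among cells other than tumor cells, since the denominator then leaves out the tumor cells. That reversal rested on control mouse 1, and without it the control mean lay below the stress mean. Stress mouse 1 was likewise the highest of its group, and leaving out that mouse instead widens the reversal. As a share of all cells, the endothelial difference was 3.17 to 4.30 over the mice left out. The share of inflammatory myeloid cells ranged from -6.95 to 1.22 and reversed without control mouse 3, stress mouse 1 and stress mouse 2. The M2 score ranged from -0.134 to 0.0392 over the mice left out. It reversed over all myeloid cell types (0.0408) and in fry (0.34). The CD4+ T score reversed with the narrow list (0.0630) and in fry (0.14). The DC score was called in fry (mean log2 fold change 0.82, adjusted p = 0.0382, with 0.00404 to 0.500 over its alternatives). The Jam2–F11r score was 0 in all mice when thinned to 1000 UMIs and 0 over all myeloid cell types, because fewer than 25% of the receiving cells then carry F11r. It reversed to -0.00176 without cluster 13 and ranged from 0.00219 to 0.00716 over the mice left out. The ratio of endothelial distances reversed to 0.994 with equal cell numbers, where fewer cells add sampling noise within groups, and otherwise ranged from 1.06 to 1.22 over the mice left out.

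Replicate numbers are shared between groups, and what a number marks is not given in the sources used here. Deviations from the group means correlated at 0.57, 0.43 and 0.016 for the same-numbered mice in ECs and at 0.50, 0.39 and -0.13 in tumor cells. In monocytes all 3 correlations were over 0.1 (0.48, 0.42 and 0.15), and in each of the other 7 cell types at least 1 was not. The mice were therefore not treated as paired, though a shared factor behind the numbers is not excluded. With the replicate block, edgeR gave 131 changed genes in ECs, 9 in inflammatory myeloid cells, 205 in monocytes, 229 in NK/T cells, 661 in DCs, 54 in B cells and 124 in M-MDSCs. On cell numbers, the block called NK/T cells (log2 fold change 1.49), DCs (1.23) and monocytes (0.86), with adjusted p of 0.0124, 0.0311 and 0.0311. The shares of these 3 cell types were higher in stress mice within every replicate number. Their adjusted p ranged over all alternatives up to 0.667. In fry with the block, the M2 and CD4+ T scores reversed to 0.31 and 0.094, and the DC score was called (0.84, adjusted p = 0.00404). For the scores and shares themselves a sign-flip test over 3 pairs cannot give a p under 0.25.

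Depth is one limit of the pair values. F11r lies near 25% detection in monocytes at a median of 5291 UMIs per cell and at 6.08% after thinning. Foxp3 rests on 80 cells.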

Differences from the paper's values

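Monocytes without cluster 13 and the settings without called doublets were tests chosen only after the values were seen. The paper's distances and pair values were read by eye from its figures. Its legend names pseudobulk expression profiles for the distances, and the scale and genes used are not stated in its text.

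For the Euclidean distance between groups in Figure 2D, the paper shows about 150 for tumor cells, read by eye, and the value here was 42.7. No other scale, set of genes or number of cells, and no mouse left out, came within 1.5 times of it. For ECs the paper shows about 120 in Figure 2D, read by eye, and for monocytes about 120, where the values here were 44.7 and 55.9. With equal cell numbers, set before the data were examined, the values were 153.9 and 153.1, within 1.5 times of the paper's. The log2(CPM + 10) scale, mean log-normalized expression, filterByExpr genes and each mouse left out did not come within it. For NK/T cells the paper shows about 110 in Figure 2D, read by eye, and the value here was 67.2. Equal cell numbers (157.6) and leaving out control mouse 2 or stress mouse 2 came within 1.5 times, as did leaving out called doublets, chosen after seeing the values. The log2(CPM + 10) scale, mean log-normalized expression, filterByExpr genes and the other mice left out did not.

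For HSCs and neutrophils the paper shows about 72 and about 64 in Figure 2D, read by eye, and the values here were 155.9 and 156.0. The log2(CPM + 10) scale, with 69.6 and 70.9, came within 1.5 times for both, and filterByExpr genes, with 58.1, for HSCs only. Mean log-normalized expression and each mouse left out did not, and equal cell numbers were not computed for these 2 classes. For DCs, B cells, inflammatory myeloid cells and M-MDSCs the values were within 1.5 times of Figure 2D. With equal cell numbers, those of B cells and inflammatory myeloid cells, 175.6 and 206.3, were not.

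For Jam2–F11r in pooled control cells, Figure 6B shows a value of about 0, read by eye, where the value here was 0.00393. Of the settings fixed before the data were examined, thinning to 1000 UMIs and all myeloid cell types gave 0, but they also gave 0 in stress mice, where the paper shows about 0.013, read by eye, in Figure 6B. The 10% trimmed mean, the plain mean and each mouse left out did not give 0 in control mice. Leaving out called doublets, chosen after seeing the values, gave 0 in control mice and 0.00896 in stress mice. 

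In Figure 2D, read by eye, the paper places ECs near the top of the cell types, below tumor cells and about level with monocytes. Here the endothelial distance ranked 9 of 10. With equal cell numbers, which leaves out neutrophils and HSCs, it ranked 4 of 8, against 7 among the same 8 cell types with all cells. By the ratio of between-group to within-group distances ECs ranked 2 of 10, below tumor cells as in the paper. That rank did not hold throughout, with 3 on the log2(CPM + 10) scale and with filterByExpr genes, 5 on mean log-normalized expression, and 8 of 8 with equal cell numbers. It also depended on single control mice, with 8 of 10 without control mouse 1, 5 without control mouse 2 and 8 without control mouse 3, and stayed at 2 without any 1 stress mouse.

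The paper reports Treg cells as enriched in stress mice. The Treg score here was higher in stress mice by 0.0551, in the paper's direction, with exact permutation p = 0.20, and no alternative brought its adjusted p below 0.20. With the median over cells the groups did not overlap (exact permutation p = 0.10). The paper reports M2-like macrophages as enriched. The M2 score here was lower in stress mice (-0.0594, exact permutation p = 0.60). It was higher over all myeloid cell types (0.0408), without stress mouse 2 (0.0392) and in fry (0.34), without a call. Adjusted p of the M2 score ranged from 0.375 to 1 over its alternatives. The paper's legend gives 3 mice per group for these scores and its text does not name whether cells or mice were the units of the test, whereas mice were used here. The paper reports no significant differences in DC and CD8+ T scores, and neither score passed adjustment here (0.300). For DCs the set test fry passed the threshold (0.0382, with 0.00404 to 0.500 over the alternatives). The DCs of the 2 groups sit mostly in different clusters, and in cluster 19, the larger one in control mice, 37.1% of the cells were called doublets. These called cells came from mice of both groups. Within cluster 20 alone the score differed by 0.0741 (exact permutation p = 0.50).

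The paper states that the Jam2–F11r interaction was significantly enhanced in stress mice. Here the pooled value and the mean per mouse were higher in stress mice, in the paper's direction, with exact permutation p = 0.40 over mice.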

Other observations

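The non-tumor denominator, the endothelial share without cluster 15, the test of Xist and Y-linked transcripts, the F11r detection test and the test of tumor genes in monocytes were tests chosen only after the results were seen.

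Other splits of the 6 mice into 3 and 3 give 10 groupings in all, too few to exclude chance at 0.05. As many changed genes as in the real grouping appeared in 2 of 10 groupings for ECs, where another grouping gave 337 genes, and in 2 of 10 for monocytes, where another gave 165. The real grouping alone reached its count (1 of 10) in tumor cells, NK/T cells, DCs, B cells and M-MDSCs. There the largest other counts were 146 against 4041, 2 against 96, 1 against 278, 3 against 28 and 34 against 53. For inflammatory myeloid cells, with 0 changed genes in edgeR's test (365 at an unadjusted p under 0.05, 6 by DESeq2), all 10 groupings reach that count by definition, which says nothing about chance. Another grouping gave 151 genes.

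Genes whose 3 control and 3 stress mice do not overlap made up 42.0% of the tested genes in tumor cells, 22.9% in DCs, 22.6% in ECs, 20.1% in NK/T cells, 17.9% in monocytes, 16.9% in B cells, 15.1% in M-MDSCs and 7.95% in inflammatory myeloid cells, where chance gives 10%. That 10% is an average over groupings. Genes of a mouse move together, so a higher share is no test of the grouping.

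The higher endothelial share of all cells in stress mice has 1 candidate explanation that concerns composition. A smaller share of tumor cells raises the share of all others. Among cells other than tumor cells the mean endothelial share differed by -3.84 percentage points, stress minus control. That sign rested on control mouse 1, where 7383 of 10527 cells were tumor cells and 1961 were ECs. Without that mouse the control mean lay below the stress mean. Stress mouse 1, the highest of its group, had 4338 tumor cells and 1560 ECs among 7239 cells. Leaving out stress mouse 1 instead makes the value more negative. The value therefore does not decide whether tumor cells explain the difference. The difference was 3.81 percentage points with all ECs and 1.35 without cluster 15. Without that cluster the groups overlapped, so their separation depended on it. Cluster 15 is set apart from other ECs by hemoglobin genes and by genes that changed between the groups, such as Cmss1, so the second value decides nothing about composition. A larger proportion of ECs in stress mice, which the paper reports from flow cytometry, stays open, since shares cannot give absolute numbers.

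The rank of ECs by distance depended on cell numbers. With the same number of cells from every cell type and mouse the endothelial distance ranked 4 of 8. Neutrophils and HSCs, with the 2 largest distances, are left out there, and among the same 8 cell types ECs ranked 7 with all cells. This is consistent with the number of cells and UMIs per class setting part of the order. An effect of stress on ECs is not excluded by it.

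M-MDSCs carried genes of tumor cells and of myeloid cells together. Only 17 genes lay over 2 times above both tumor cells and inflammatory myeloid cells, against 565 in DCs. Scrublet called 62.6% of them doublets. The mice were male, and tumor cells carried Xist, with UMIs in 74.1% of tumor cells and 9.34% of inflammatory myeloid cells at 1000 UMIs per cell, and in 97.0% and 13.6% before thinning. Y-linked UMIs were found in 1.28% and 28.4% of these cells at the same depth, and before thinning in 28.0% and 40.3%, with median depths of 27716 and 1547 UMIs. Thinned M-MDSCs had Xist UMIs in 57.0% and Y-linked UMIs in 6.14%, between both classes, and before thinning in 73.4% and 48.0%, at a median depth of 27447.5 UMIs. This is consistent with many M-MDSC droplets holding a tumor cell and a myeloid cell. Real M-MDSCs among them are not excluded.

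Tumor genes were lower in monocytes of stress mice. The 24 genes at over 100 CPM in tumor cells and at least 5 times above monocytes had a median log2 fold change of -0.56 in monocytes, with 91.7% of them lower, against -0.15 in tumor cells. The limit of 5 times was set after a stricter limit left no genes. Free tumor RNA, which falls with the share of tumor cells, may explain this difference. Doublets with tumor cells stay open. In the other cell types too few genes qualified for a test, and they did not all move the same way. The 3 genes in B cells had a median of 0.09 (33.3% lower), 1 gene in inflammatory myeloid cells had 0.52, and 1 gene in ECs had -0.04. None qualified in NK/T cells and DCs. Whether free tumor RNA fell in all droplets therefore stays open.

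A Jam2–F11r value of 0 in one group may reflect the trimean's need for 25% of cells. In pooled control monocytes without called doublets, 23.3% carried an F11r UMI. In that setting the value was 0 in all 3 control mice and in stress mouse 2, and 0.00955 and 0.0102 in stress mice 1 and 3. With called doublets kept, mice of both groups lay on both sides of 25%. The stress mouse with the highest share, 35.4%, also had the deepest monocytes, at a median of 6646 UMIs, against 4222 to 5882.5 in the other mice. A biological difference in F11r stays open at this number of mice.

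Monocytes of stress mice had more Il1b in all 3 mice, and more Il10. Neither passed edgeR's threshold in the main fit (adjusted p = 0.270 and 0.239), whereas DESeq2 called both (adjusted p = 0.0226 and 0.0171). Over all alternatives the adjusted p ranged from 0.0226 to 0.690 for Il1b and from 0.00757 to 0.559 for Il10. The lowest value for Il10 lies below that of DESeq2, so another alternative called it as well. Il10 UMIs were found in 3.89% of monocytes of control mice and 7.29% of those of stress mice, against 0.717% and 0.598% of ECs. Over both groups the share was 5.97% in monocytes and 0.656% in ECs, and 1.99% and 0.148% after thinning to 1000 UMIs, with median depths of 5291 and 4538 UMIs.

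Hgf in ECs was 628 ± 73.1 CPM (SD, n = 3) in control mice and 921 ± 23.8 CPM in stress mice, higher in all 3 stress mice. Its log2 fold change of 0.55 did not pass edgeR's threshold (adjusted p = 0.133), and DESeq2 called it (adjusted p = 0.00241, with 0.00241 to 0.357 over all alternatives). Sele was lower in all 3 stress mice, with a log2 fold change of -0.54 (adjusted p = 0.246 from edgeR). Plxnb2 in monocytes was lower in all 3 stress mice as well (-0.63, adjusted p = 0.179 from edgeR).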
